# Rfx2 Stabilizes Foxj1 Binding at Chromatin Loops to Enable Multiciliated Cell Gene Expression

**DOI:** 10.1371/journal.pgen.1006538

**Published:** 2017-01-19

**Authors:** Ian K. Quigley, Chris Kintner

## Abstract

Cooperative transcription factor binding at cis-regulatory sites in the genome drives robust eukaryotic gene expression, and many such sites must be coordinated to produce coherent transcriptional programs. The transcriptional program leading to motile cilia formation requires members of the DNA-binding forkhead (Fox) and Rfx transcription factor families and these factors co-localize to cilia gene promoters, but it is not clear how many cilia genes are regulated by these two factors, whether these factors act directly or indirectly, or how these factors act with specificity in the context of a 3-dimensional genome. Here, we use genome-wide approaches to show that cilia genes reside at the boundaries of topological domains and that these areas have low enhancer density. We show that the transcription factors Foxj1 and Rfx2 binding occurs in the promoters of more cilia genes than other known cilia transcription factors and that while Rfx2 binds directly to promoters and enhancers equally, Foxj1 prefers direct binding to enhancers and is stabilized at promoters by Rfx2. Finally, we show that Rfx2 and Foxj1 lie at the anchor endpoints of chromatin loops, suggesting that target genes are activated when Foxj1 bound at distal sites is recruited via a loop created by Rfx2 binding at both sites. We speculate that the primary function of Rfx2 is to stabilize distal enhancers with proximal promoters by operating as a scaffolding factor, bringing key regulatory domains bound by Foxj1 into close physical proximity and enabling coordinated cilia gene expression.

## Author Summary

The multiciliated cell extends hundreds of motile cilia to produce fluid flow in the airways and other organ systems. The formation of this specialized cell type requires the coordinated expression of hundreds of genes in order to produce all the protein parts motile cilia require. While a relatively small number of transcription factors has been identified that promote gene expression during multiciliate cell differentiation, it is not clear how they work together to coordinate the expression of genes required for multiple motile ciliation. Here, we show that two transcription factors known to drive cilia formation, Foxj1 and Rfx2, play complementary roles wherein Foxj1 activates target genes but tends not to bind near them in the genome, whereas Rfx2 can’t activate target genes by itself but instead acts as a scaffold by localizing Foxj1 to the proper targets. These results suggest not only a mechanism by which complex gene expression is coordinated in multiciliated cells, but also how transcriptional programs in general could be modular and deployed across different cellular contexts with the same basic promoter configuration.

## Introduction

Animal gene expression is typically mediated by cell type specific transcription factors, acting through consensus binding sites present in distal enhancers and proximal promoters. Such factors act by opening chromatin,[1,2] by facilitating the deposition of histone modifications,[3] by employing local interactions with other factors,[3,4] or some combination of these. While the details of how discrete sites in the genome accumulate transcriptional machinery are just coming into focus, the mechanism by which these sites bind to and coordinate gene expression at a given promoter is less well known. Recent work hints that this coordination is mediated by 3-dimensional chromosomal architecture.[5–10] More specifically, genomic regions with high levels of spatial self-interaction, termed topological domains or topologically-associated domains (TADs), have been proposed to encourage promoter-enhancer interactions or transcriptional activation more generally.

Work on discrete transcriptional programs has demonstrated the integration of multiple transcription factors at individual promoter elements.[11] The production of specialized cilia in animals requires one such transcriptional program: these structures are deployed in a variety of cell types in different anatomical locations but appear to arise in these different settings using a similar transcriptional architecture.[12,13] For example, the presence of both Fox and Rfx transcription factors at a handful of cilia gene promoters has been associated with robust gene activation in the mammalian airway and also *Drosophila* neurons.[14,15] However, cilia are composed of hundreds of gene products, and it is not clear how many of them require cooperation between Fox and Rfx factors at promoters or at distal regulatory elements, to what extent other factors are involved, or if changes in 3-dimensional genome structure accompany their specification.

Here we analyze how Foxj1 and Rfx2 cooperate, both at the level of sequence specificity and chromosomal architecture, within *Xenopus* skin progenitors to promote gene expression during multiciliated cell (MCC) differentiation. First, we use extensive RNAseq to capture a robust transcriptome of MCC genes. Next, we use tethered conformation capture, a variant of HiC, to map the organization of topologically-associated domains within epithelial progenitors. We use ChIPseq of the cohesin component Rad21 to confirm these domains and map the location of active regions (H3K4me3 and H3K27ac) and genes expressed during MCC differentiation to them. We further analyze Foxj1 binding using ChIPseq and find that its binding, along with Rfx2, is a good predictor of MCC gene expression as compared to the binding of other major MCC transcription factors such as Myb and E2f4. We further show that Foxj1 stabilization at genomic sites, especially MCC promoters, frequently requires Rfx2. Finally, by examining 3D chromatin interactions, we show that Rfx2, Foxj1, and the promoters of MCC genes lie at the anchor endpoints of DNA loops, and that these interactions are stronger in progenitors converted entirely into multiciliated cells. We propose a model in which dimerization of Rfx proteins recruits or stabilizes distal enhancers to promoters as a scaffolding factor, enabling distantly bound factors such as Foxj1 to promote stable transcription of cilia genes during terminal MCC differentiation.

## Results

### Identification of a discrete transcriptome for MCCs

The MCC is a major cell type in the *Xenopus* larval skin that forms in the early embryo along with mucus-secreting cells and proton-secreting ionocytes. The differentiation of these cell types can be readily analyzed using RNAseq[16] analysis on skin progenitors isolated away from the embryo. To identify gene expression associated with distinct differentiation programs, we analyzed isolated progenitors where cell fate was altered in a predictable way. Blocking Notch in these progenitors (by expressing a DNA binding mutant of suppressor of hairless, dbm[17], labeled here as “Notch-”) leads to a marked increase in the number of MCCs and ionocytes that arise within an inner layer and move into the outer epithelium (Fig 1B and 1C). Activating Notch, (by expressing the intracellular domain of Notch, icd[18], labeled here as “Notch+”) completely suppresses MCC and ionocyte formation. Ectopic expression of Multicilin[19] in skin progenitors along with active Notch completely rescues MCC differentiation, and moreover, converts most skin progenitors into MCCs, including those in the outer layer normally fated to become mucus-secreting cells. Inhibiting Multicilin activity using a dominant-negative mutation (termed dnMulticilin [19]) blocks the formation of MCCs, but spares other cell types such as ionocytes. Finally, for an additional comparison, we ectopically expressed Foxi1 in these progenitors, a transcription factor that promotes ionocyte differentiation alone. 

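Skin progenitors cut from frog embryos were steered toward or away from multiciliated cells (MCCs) and ionocytes, and their polyadenylated RNA was read as the cells matured. Notch signaling holds back both cell types, Multicilin starts the MCC program, and Foxi1 starts the ionocyte program. A count measures how much RNA of a gene the whole pool of cells held, so a gene can be higher because more cells of a type formed or because each cell made more of it.

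The series holds 36 libraries: 6 groups (Notch-icd, dbm, Notch-icd + Multicilin, dbm + dnMulticilin, Notch-icd + Foxi1, and wild-type) at 3, 6 and 9 h, with 2 libraries for each group and time and 20 animal caps per library. The labels match these times to stages 13, 16 and 18. Multicilin and Foxi1 were fused to a hormone receptor domain and switched on with dexamethasone, at 1 µM in the paper and 20 µM in the labels. Libraries were non-stranded and made from polyadenylated RNA with the Illumina TruSeq kit. Neither the paper nor the labels say whether the 2 libraries of a group came from separate clutches, so the p-values below measure only the spread between these samples, which may be technical.

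The authors aligned reads with STAR to gene models of the frog transcriptome and estimated counts per model with eXpress. The deposited effective counts, which are estimates, were rounded to whole numbers here, as in the paper. Each library covers 24383 gene models named after human genes, so the L and S copies of a frog gene stand as separate models under 1 symbol. As 1282 human identifiers have 3 or more models, models under 1 symbol need not be copies of 1 frog gene. Reads shared by near-identical copies were divided between them by eXpress. Total effective counts per library (lowest, median and highest of 6) were 19099338, 29516999.5 and 37797742 for Notch-icd; 15775182, 23242152 and 34487054 for dbm; 17091630, 29720878.5 and 33769672 for Notch-icd + Multicilin; 20543589, 25560776 and 28239157 for dbm + dnMulticilin; 26319576, 27348401 and 31035338 for Notch-icd + Foxi1; and 9644559, 22846059.5 and 27026303 for wild-type. The 10 most abundant models took 5.3 to 13.6% of a library's counts.

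Groups were compared within each time point with edgeR's quasi-likelihood test, with TMM scaling and all 12 libraries of that time in the fit, over the models with enough counts (20826 at 9 h, 20736 at 6 h and 20523 at 3 h). Below, a gene model is called higher or lower where its adjusted p lies under 0.05 in that test. Levels are normalized counts, given as mean ± SD of 2 libraries, and SE is the standard error of a log2 fold change. Where a group held no read of a model, the fold is a lower bound, taken against 3 counts over the group. A set of 20 gene lists and the rule for the genes named were fixed before the data were examined, and each list was tested with camera at a preset correlation of 0.01. The choice of count estimate, scaling, test and the libraries put in the fit could change the numbers.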

Epithelial progenitors were isolated from injected embryos at stage 10, and subjected to RNAseq analysis as the various differentiation programs unfolded (Fig 1C). 

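Multicilin added to active Notch raised RNA of most gene models tested in the lists for building and moving cilia by 9 h. All 19 gene models tested for axonemal dyneins, the motors that bend cilia, were higher than with Notch-icd alone, as were all 33 for radial spokes, the central pair, nexin links and tektins, and 34 of 35 for intraflagellar transport, which carries parts into cilia. DNALI1, a light chain of inner dynein arms, stood at 12640 ± 2178 normalized counts against 441.1 ± 125.3, and IFT122, a subunit of intraflagellar transport complex A, at 13070 ± 1654 against 659.1 ± 173.2 (2 libraries each). S phase genes went the other way, with 31 of 42 models lower and 0 higher.

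Of 20826 gene models, 2595 were higher and 2183 lower with Multicilin by edgeR's quasi-likelihood test at an adjusted p under 0.05. The largest increases among the genes taken by the rule were in DMRTA2, a DMRT family transcription factor (log2 fold change 7.33, SE 0.80; 832.6 ± 248.6 against 5.16 ± 3.308), ADRA2A, an adrenergic receptor (6.96, SE 0.75), and PIFO, a protein of the cilium base (6.93, SE 0.90). MUC2, a gel-forming mucin, was at least 319-fold higher, but its Multicilin libraries held 720.9 and 10.25 normalized counts. The largest decreases were in STX1A, a syntaxin of vesicle fusion (−4.74, SE 0.63), EGR4, a zinc finger transcription factor (−4.26, SE 1.00), FGF19, a secreted growth factor (−4.21, SE 0.78), and METTL24 (−3.94, SE 0.58).

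Among the regulators of MCC fate, 21 of 27 models were higher and 0 lower. RFX2, the transcription factor of ciliary promoters, has models on scaffold JGIv7b.000325448 from 529875 to 558206 (6957 ± 1866 against 575.9 ± 287.8) and on scaffold JGIv7b.000035716 from 1559562 to 1590864 (4583 ± 1106 against 250.9 ± 125). FOXJ1, the transcription factor of motile cilia, was higher in its model on scaffold JGIv7b.000071264 from 620223 to 626121 (16380 ± 4092 against 216.5 ± 215.5), and MYB, needed early in MCC formation, at 2690 ± 197.7 against 370.8 ± 43.58. E2F4, a partner of Multicilin, has 2 models that did not pass (0.29 and −0.31).

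The list for centriole amplification had 29 models higher of 33, such as CEP135, a scaffold of the centriole cartwheel (7538 ± 995.9 against 819.7 ± 98.68), and SCLT1, of the distal appendages (3.26, SE 0.19); CEP63, which helps mother centrioles duplicate, was the 1 model lower (−1.55, SE 0.38). All 17 models for dynein assembly factors were higher, among them SPAG1 (3.45) and HEATR2 (4.04), as were 23 of 27 for the BBSome and the transition zone, including BBS4 (4.41, SE 0.22) and TCTN2 (3.12). In the other lists, GAS8, of the nexin link (4.50), RSPH3, of the radial spoke (4.92), and IFT74 (4.31) and IFT140 (3.90, SE 0.21) were higher. By camera, adjusted p = 9.1e-11 for the regulators, 2.0e-35 for centriole amplification, 1.0e-39 for dyneins, 2.0e-35 for assembly factors, 4.6e-50 for spokes and tektins, 1.2e-59 for intraflagellar transport and 1.9e-32 for the BBSome list, and with an estimated correlation the largest adjusted p of these lists was 0.038.

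In the S phase list, RRM2, a subunit of ribonucleotide reductase, stood at 1817 ± 187.3 against 10380 ± 261.6, and MCM6 (698.9 ± 26.61 against 3184 ± 170.9) and MCM4 (−2.65, SE 0.27), of the replicative helicase, were lower (camera adjusted p = 1.6e-20; 38 models lower adjusted over the list alone). The mitosis list divided, with 9 models higher, such as NEK2, a centrosomal kinase (2.18, SE 0.23), CCNA1, a cyclin (4.08 and 4.21), and CDC25B, a phosphatase that activates CDK1 (3.68), and 17 lower, such as CCNA2, the S and G2 phase cyclin (−1.82, SE 0.20), and TOP2A, a topoisomerase (−1.53); adjusted over the list alone, 20 were lower (camera adjusted p = 0.051). In the p53 and stress list, 12 of 32 models were higher and 2 lower (15 and 3 adjusted over the list alone), with GADD45A, a stress-induced growth arrest gene (2.50, SE 0.28), CDKN1A, a cell cycle inhibitor (3.71, SE 0.44), and HSP90AA1, a chaperone (4.86, SE 0.69), higher, and ATF4 (−1.02) and BTG2 (−1.53) lower (camera adjusted p = 0.0014, adjusted p = 0.11 with an estimated correlation).

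Lists for other cells moved less. The ionocyte list had 2 models higher and 3 lower of 45 (camera adjusted p = 0.63), and the V-ATPase subunits of all cells 0 higher and 1 lower of 35, namely ATP6V0A1, a membrane subunit of the proton pump (−1.90, SE 0.33, camera adjusted p = 0.29). Of the mucus and small secretory cell list, 2 of 27 models were higher and 3 lower, FOXA1, AGR3 and SPDEF, the last a transcription factor of secretory cells (−2.85, −1.72 and −1.62); adjusted over the list alone 0 were higher, and the median was positive (0.20) although camera's direction was down (adjusted p = 0.95). Epidermal keratins and basal cells had 11 higher and 12 lower of 58 (12 and 13 adjusted over the list alone, camera adjusted p = 0.6), with TP63, the basal cell transcription factor, at 3505 ± 691.9 against 26020 ± 7041. The Notch pathway list had 2 higher and 5 lower of 51 (4 lower adjusted over the list alone, camera adjusted p = 0.21), neural cells 8 higher of 26, such as SOX3, a neural progenitor factor (2.13, SE 0.38, camera adjusted p = 0.011, adjusted p = 0.36 with an estimated correlation), mesoderm 2 higher and 3 lower of 38 (2 lower adjusted over the list alone, camera adjusted p = 0.39), and endoderm and neural crest 0 higher and 2 lower of 26, both SNAI2, a neural crest factor (−3.90 and −2.21, camera adjusted p = 0.21). The glucocorticoid response list, fixed because dexamethasone acts through the hormone receptor, had 4 higher and 1 lower of 25 (camera adjusted p = 0.77), and housekeeping genes 4 higher and 6 lower of 47, with a median of −0.15 and a mean of 0.14 (camera adjusted p = 0.37).

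Without Notch-icd replicate 1 the count of models lower was 1045, without Notch-icd replicate 2 it was 1240, and without Multicilin replicate 1, whose 17091630 effective counts compare with 28214819 to 33769672 in the other Multicilin libraries, it was 1243, the lone library of a group being taken to vary like the other groups. With only the 4 libraries compared in the fit, 1696 models were higher and 464 lower. A replicate block within sets of libraries, added after the data were seen, gave 4463 lower. No source says what a replicate number marks.

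**Figure D1:**
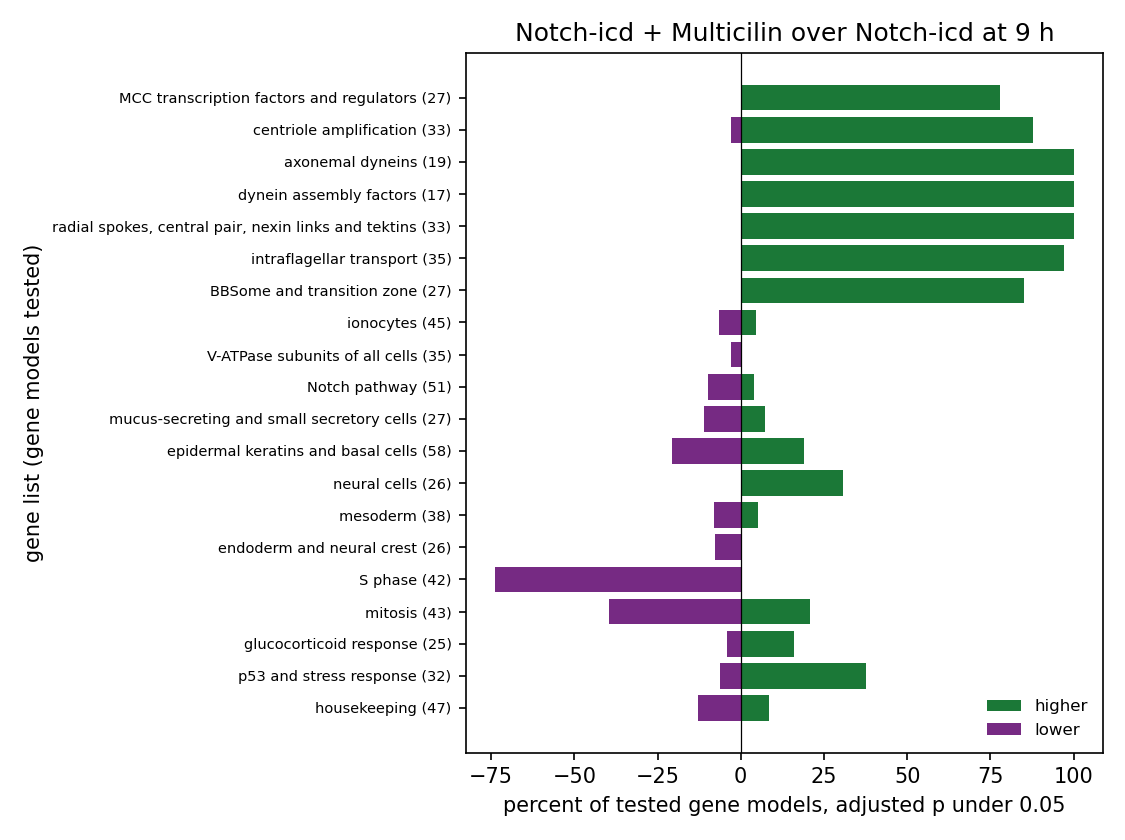
Gene models higher (right) or lower (left) in Notch-icd + Multicilin than in Notch-icd at 9 h, as a percent of the models tested in each of 20 gene lists; the number tested stands in parentheses. A model counts where its adjusted p lies under 0.05 by edgeR's quasi-likelihood test over all models (2 libraries per group).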

To maximize the cell-specific signal in these data sets, we compared conditions in which the change in cell number was great: for example, progenitors with activated Notch (using Notch-icd) have virtually no MCCs, whereas progenitors co-injected with activated Notch and Multicilin have large numbers without a confounding ionocyte population. 

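At 9 h, dbm progenitors held far more RNA of both ciliary and ionocyte genes than Notch-icd progenitors, and less RNA of HEY1, a direct Notch target. All 19 axonemal dynein models and 24 of 45 ionocyte models were higher. CA12, a carbonic anhydrase of ionocytes, stood at 12570 ± 2459 normalized counts against 257.4 ± 58.88, and HEY1 at 118.6 ± 14.48 against 10460 ± 2229 (2 libraries each). In all, 3175 gene models were higher and 2851 lower of 20826 by edgeR's quasi-likelihood test at an adjusted p under 0.05.

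The largest increases among the genes taken by the rule were in SLC26A4, the anion exchanger pendrin (log2 fold change 7.99, SE 1.25; 1187 ± 1111 normalized counts), CA2, a cytosolic carbonic anhydrase (7.34, SE 1.33), and ESRRG, an orphan nuclear receptor (7.03, SE 0.95; 409.3 ± 261.2 normalized counts), with KCNMB3, a potassium channel subunit, at least 99.9-fold higher. Lower were NPR3, a natriuretic peptide receptor (at least 703-fold), and RDH16, a retinol dehydrogenase (at least 328-fold). FOXI1 was higher in its model on scaffold JGIv7b.000048253 (11290 ± 6042 against 118.4 ± 79) and lower in 2 models on scaffold JGIv7b.000003467 (−3.10 and −1.98). The ionocyte list had 7 models lower, which also included SLC12A2, a sodium, potassium and chloride cotransporter (−2.02 in 1 model, and 4696 ± 1224 against 9398 ± 1696 in another), CLCNKA, a chloride channel (−1.72), and another CA2 model (−1.63); adjusted over the list alone, 25 were higher (camera adjusted p = 5.7e-06, adjusted p = 0.27 with an estimated correlation). Of the V-ATPase subunits, 22 of 35 models were higher, such as ATP6V0E1 (2.18, SE 0.28) and ATP6V0C (3.18), and ATP6V0A1 was lower (−1.07) (camera adjusted p = 1.7e-07, adjusted p = 0.27 with an estimated correlation).

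In the Notch pathway list 24 of 51 models were lower and 9 higher (27 and 10 adjusted over the list alone), and those higher were models of DLL1, a Notch ligand (4.27, 4.30 and 3.48), LFNG, a glycosyltransferase that tunes Notch (3.76 and 3.12), and the transcription factors HES1 (3.96 and 3.77) and HES2 (3.75) among them (camera adjusted p = 1.1e-06, adjusted p = 0.27 with an estimated correlation). Ciliary lists rose broadly: 33 of 33 models for spokes and tektins (ROPN1L 3.98, camera adjusted p = 7.4e-32, adjusted p = 0.067 with an estimated correlation), 33 of 35 for intraflagellar transport (IFT52 2.73, camera adjusted p = 5.7e-29, adjusted p = 0.055 with an estimated correlation), and 16 of 17 for dynein assembly (DNAAF3 3.66; 17 adjusted over the list alone, camera adjusted p = 4.4e-18, adjusted p = 0.057 with an estimated correlation). The dynein list gave a camera adjusted p = 3.3e-21 (adjusted p = 0.067 with an estimated correlation). Centriole amplification had 27 of 33 higher, such as STIL (2.65), with CETN2, a centrin, lower (−1.31, camera adjusted p = 2.1e-19, adjusted p = 0.055 with an estimated correlation), and the BBSome list 20 of 27, with BBS10 lower (−0.69, camera adjusted p = 5.8e-15, adjusted p = 0.055 with an estimated correlation). Of the MCC regulators, 16 of 27 models were higher (18 adjusted over the list alone), such as FOXN4 (3.62, SE 0.57), and an E2F4 model was lower (−0.85, SE 0.24, camera adjusted p = 1.2e-06, adjusted p = 0.13 with an estimated correlation).

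Other lists also had models called, though none of them passed camera with an estimated correlation. The mucus and small secretory list had 4 higher and 8 lower of 27 (5 higher adjusted over the list alone, camera adjusted p = 0.43), with ITLN1, the intelectin of goblet-like cells, at 71270 ± 11560 against 5279 ± 1921, and AGR3 lower (−3.74, SE 0.47). Keratins and basal cells had 13 higher and 21 lower of 58 (15 and 23 adjusted over the list alone, camera adjusted p = 0.036, adjusted p = 0.21 with an estimated correlation). Mesoderm genes had 9 lower and 1 higher of 38, with NKX2-5, a heart factor (−1.90), and MYH6, a heart muscle myosin (−3.29), lower and TAL1, a blood factor, higher (3353 ± 352.3 against 1186 ± 24.32) (camera adjusted p = 0.006, adjusted p = 0.38 with an estimated correlation). The S phase list had 11 of 42 lower (10 adjusted over the list alone), such as GMNN, geminin, the inhibitor of replication licensing (−3.61, SE 0.36, camera adjusted p = 1.6e-04, adjusted p = 0.29 with an estimated correlation), and housekeeping genes 13 higher and 2 lower of 47 (camera adjusted p = 0.073).

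The dbm and dbm + dnMulticilin libraries differ as a set from those with Notch-icd in how reads were assigned. Unique counts were 68.4 to 76.9% of estimated counts against 63.1 to 66.3%, a trait that the wild-type libraries at 9 h lack (63.2 and 63.3%). The wild-type libraries differ in another trait, with 174 to 273 models that eXpress marked unsolvable against 1123 to 1720 with Notch-icd alone. Of the 6026 models called, 3597 had the same call in wild-type over Notch-icd, 37 the opposite call and 2392 no call. Both comparisons use the same Notch-icd libraries as control. A trait that sets the Notch-icd libraries apart from the dbm and wild-type libraries would therefore give shared calls too. Without 1 of these libraries the count of models higher was 1922 (Notch-icd replicate 2) or 1858 (dbm replicate 1), and the count lower was 1473, 1826, 1142 or 1127 without Notch-icd replicate 1, Notch-icd replicate 2, dbm replicate 1 or dbm replicate 2. With counts summed by human gene the counts were 2079 and 1799, with all 36 libraries in 1 fit 1856 and 1615, and with reads that map uniquely the sign turned for 4 named models, to 1.95 for the lower CA2 model, −1.48 for RPL13A, a ribosomal protein, and −1.32 and 2.77 for models of TUBA1A, an alpha tubulin.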

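Blocking Multicilin on top of dbm took away the RNA of ciliary genes and left that of ionocyte genes without a call. At 9 h, 1065 gene models were higher in dbm than in dbm + dnMulticilin and 1 was lower of 20826, by edgeR's quasi-likelihood test at an adjusted p under 0.05; at an unadjusted p under 0.05, 117 were lower, and DESeq2 called 13 lower. CCNO, a cyclin-like protein needed for centriole amplification, stood at 8514 ± 124.6 normalized counts in dbm against 164.2 ± 6.224, and TP73, a transcription factor upstream of FOXJ1, at 881.2 ± 95.93 against 25.14 ± 9.145 (2 libraries each). Of 45 ionocyte models, 0 were higher and 0 lower.

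The genes with the largest differences were MEIG1 (at least 485-fold, 761.2 ± 98.87 against 0), a partner of PACRG in sperm flagella, LRRD1 (at least 203-fold), CCDC153, a component of ciliary axonemes (at least 189-fold), and CAV1, caveolin (log2 fold change 10.09, SE 1.67; 16110 ± 1070 against 14.68 ± 7.553). FOXJ1 differed by 7.40 and 6.73 in 2 of its models. All 19 dynein models were higher, such as NME8 (5.06, SE 0.38), as were all 17 for dynein assembly, such as LRRC6 (3.10), and all 33 for spokes and tektins. Intraflagellar transport had 30 of 35 (34 adjusted over the list alone), the BBSome list 22 of 27 (23 adjusted over the list alone), centriole amplification 27 of 33 (28 adjusted over the list alone), such as PCM1, of centriolar satellites (2.54, SE 0.19), and the MCC regulators 14 of 27 (17 adjusted over the list alone). Camera gave adjusted p = 2.3e-74 for dyneins, 2.2e-66 for assembly, 1.0e-103 for spokes and tektins, 3.7e-86 for intraflagellar transport, 3.1e-53 for the BBSome list, 8.9e-60 for centriole amplification and 5.3e-18 for the regulators, with at most 0.02 as adjusted p with an estimated correlation.

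CA12 was at 12570 ± 2459 in dbm and 21610 ± 10520 with dnMulticilin (log2 fold change −0.78, SE 0.32, adjusted p = 0.42 by edgeR's quasi-likelihood test), and SLC26A4 at −1.92 (SE 0.86, adjusted p = 0.55 in the same quasi-likelihood test). As a list, the ionocyte genes lay lower in dbm (median −0.52, camera adjusted p = 0.0039, adjusted p = 0.58 with an estimated correlation), and so did the V-ATPase subunits (0 of 35 called; median −0.49, camera adjusted p = 1.1e-04, adjusted p = 0.57 with an estimated correlation). Keratins and basal cells had 0 calls of 58 (median −0.01, camera adjusted p = 0.31). CCNA1 (7.39, SE 0.75), HES1 (3.15, SE 0.48) and HES2 (4.70) were higher in dbm, as were CDKN1A (2.39, SE 0.43), SOX3 (1.80) and MCM4 (1.16, SE 0.26). The 1 model lower in dbm was C8orf22, named here because it stands alone and chosen after its values were seen (−5.11, adjusted p = 0.032 by the quasi-likelihood test).

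Set against Notch-icd directly, dbm + dnMulticilin held more ionocyte RNA and little ciliary RNA: 25 ionocyte models were higher and 7 lower of 45 (27 and 8 adjusted over the list alone, camera adjusted p = 3.5e-11, adjusted p = 0.31 with an estimated correlation), 25 V-ATPase models higher and 0 lower of 35 (27 and 1 adjusted over the list alone, camera adjusted p = 6.2e-17, adjusted p = 0.31 with an estimated correlation), and 0 dynein models higher and 7 lower of 19 (8 lower adjusted over the list alone, camera adjusted p = 9.2e-04, adjusted p = 0.53 with an estimated correlation).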

MCC and ionocyte number is also markedly increased by blocking Notch signaling (using dbm), whereas progenitors co-injected with dbm and dnMulticilin have virtually no MCCs but still have increased ionocytes. A complete comparison of the effects of these manipulations is shown in S1 Table. 

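Foxi1 added to active Notch raised ionocyte genes and left ciliary genes near their Notch-icd level at 9 h. Of 45 ionocyte models, 22 were higher and 1 lower, and of 35 V-ATPase models 15 were higher and 0 lower. ATP6V0A4, the proton pump subunit of acid-secreting cells, stood at 18340 ± 7885 normalized counts against 34.78 ± 38.59, and ESRRG, which is also among the genes raised by dbm, at 2542 ± 872.2 against 2.821 ± 3.99 (2 libraries each). None of the 19 dynein and 33 spoke and tektin models passed the test in either direction.

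In all, 305 gene models were higher and 70 lower of 20826 by edgeR's quasi-likelihood test at an adjusted p under 0.05; DESeq2, with its own scaling, called 743 and 332, a share of higher calls of 69.12% against 81.33%. KISS1R, the kisspeptin receptor, was at least 213-fold higher (244.2 ± 4.273 against 0), PDE7B, a cyclic nucleotide phosphodiesterase, at least 99.4-fold, and FETUB, a secreted protease inhibitor (log2 fold change 9.66, SE 1.79), and DMRT2, a transcription factor (7.94, SE 0.93), were higher as well. Among the ionocyte genes, CA12 rose by 4.62 (SE 0.37) and another DMRT2 model by 7.91 (SE 0.76), and SLC12A2 was the model lower (−1.32, SE 0.25). The ionocyte list counted 28 higher and 2 lower adjusted over the list alone (camera adjusted p = 9.4e-44), and the V-ATPase list 22 and 1 (camera adjusted p = 8.0e-33, adjusted p = 0.096 with an estimated correlation), with ATP6V0E1 (2.71, SE 0.29) and ATP6AP1 (4.71) among its members.

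Genes lower with Foxi1 included PAX8, a kidney and ear factor (−5.28, SE 0.99), NDNF, a secreted neurotrophic factor (−4.53, SE 0.75), FOXA2, an endoderm and floor plate factor (−4.33, SE 0.49), and GAS1, a membrane protein of hedgehog signaling (−3.66, SE 0.55). AGR3 and AGR2, secretory disulfide isomerases of the mucus list, were lower (−2.62 and −1.97), as the only calls of its 27 models. Camera placed the dyneins (median −0.34, adjusted p = 0.033, adjusted p = 0.86 with an estimated correlation) and the spokes and tektins (median −0.38, adjusted p = 0.0078, adjusted p = 0.86 with an estimated correlation) slightly lower, the mesoderm list lower (median −1.16, or −1.06 with models without a read at their bound, camera adjusted p = 0.003, adjusted p = 0.63 with an estimated correlation) and the mitosis list higher (median 0.32, camera adjusted p = 5.6e-05, adjusted p = 0.44 with an estimated correlation). IFT43 was the 1 intraflagellar transport model higher (1.30, SE 0.25). The glucocorticoid response list, of interest because Foxi1 was switched on with dexamethasone, had 2 models higher and 0 lower of 25 at 9 h (3 higher adjusted over the list alone, camera adjusted p = 0.011, adjusted p = 0.39 with an estimated correlation) and 2 and 0 at 6 h (6 and 2 adjusted over the list alone, camera adjusted p = 0.0037, adjusted p = 0.078 with an estimated correlation).

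These counts rest on few libraries: without Notch-icd replicate 1, Notch-icd replicate 2 or Foxi1 replicate 1 the number of models higher was 36, 10 or 62, and the number lower 1, 1 or 7. With only the 4 libraries compared in the fit, 27 were higher and 1 lower, with all 36 libraries in 1 fit 194 and 15, and with counts summed by human gene 185 and 44.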

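Dynein, radial spoke and tektin genes had passed the test with Multicilin by 6 h. Few gene models of any kind passed at 3 h in the fit of that time point alone. At 6 h, 1546 gene models were higher and 746 lower of 20736 with Multicilin, with all 19 dynein models and all 33 models for spokes and tektins among those higher and 20 of 42 S phase models lower (29 adjusted over the list alone, camera adjusted p = 4.7e-18). At 3 h, 21 models of 20523 were higher, among them FOXJ1 (log2 fold change 4.24, SE 0.48, and 6.43, SE 0.86, in models that passed), FOXN4 (6.32) and CCNO (4.97 and 5.55). None were lower at 3 h by edgeR's quasi-likelihood test, against 76 at an unadjusted p under 0.05 and 5 by DESeq2, which called 294 higher.

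In the fits of single time points, the other comparisons also had fewer calls at 3 h than at 6 h. The Notch block gave 2325 models higher and 2094 lower at 6 h and 41 and 77 at 3 h; dbm over dbm + dnMulticilin gave 698 and 0 at 6 h (99 lower at an unadjusted p under 0.05, 9 by DESeq2) and 0 and 0 at 3 h (142 and 94 at an unadjusted p under 0.05, 17 and 0 by DESeq2); and Foxi1 gave 267 and 44 at 6 h (552 and 237 by DESeq2, a share of higher calls of 69.96% against 85.85%) and 0 and 0 at 3 h (345 and 83 at an unadjusted p under 0.05, 94 and 7 by DESeq2). At 6 h, 23 ionocyte models of 44 were higher in dbm, 21 with Foxi1, and 0 in dbm over dbm + dnMulticilin.

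Whether the effect of Multicilin itself differed between 9 and 3 h was tested as an interaction over 21768 models. By this test 124 had a larger effect at 9 h and 4 a smaller one. With only the groups compared in the fit, no model passed. LRRC49, a partner of tubulin polyglutamylase, had log2 fold changes of 5.21 at 9 h and 0.50 at 3 h (difference 4.71, SE 0.80, adjusted p = 0.0092 by edgeR's quasi-likelihood test), and AGTPBP1, a deglutamylase of tubulin, 4.58 and 0.18 (difference 4.40, SE 0.88). With a smaller effect stood, among others, DNASE1L2 (difference −5.63, SE 1.28), OTP, a homeobox factor (−3.11, SE 0.69), and RNPEPL1 (−1.84, SE 0.39).

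Embryonic age moved genes in every group: POU5F1, the pluripotency factor, stood at 15420 ± 4294 normalized counts at 3 h and 40.55 ± 11.68 at 9 h in wild-type, and 16800 ± 12520 and 569.2 ± 579.2 with Multicilin, and SOX18, an endothelial factor, fell by 8.00 (SE 1.15) on the log2 scale in dbm.

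Counts at 3 h, those at 6 h and the interaction all depend on single libraries. At 3 h, wild-type replicate 1 and dbm replicate 2 stand apart from the other libraries of that time. When 1 library of the groups compared was left out in turn, the number with a larger effect at 9 h fell or rose with the library. The 3 h counts for Multicilin and the Notch block fell in these fits. Wild-type libraries were not among those left out for these counts. Without all wild-type libraries, a choice made after the data were seen, the 3 h counts for Multicilin and the Notch block were larger than those above. The ranges stand with the processing alternatives.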

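Across all 36 libraries the MCC genes formed a group that rose with Multicilin, in dbm and in wild-type caps, and was lower at 9 h where MCCs were blocked. That group held 820 of the 6321 gene models clustered, with a mean relative log2 level of 3.32 with Multicilin at 9 h, 2.86 in wild-type and 2.51 in dbm, against −0.50 in Notch-icd (0.27 and −1.27 in its 2 libraries), −0.89 with Foxi1 and −1.29 with dbm + dnMulticilin. It contains 401 of the 448 models that the study lists as its MCC cluster (S2 Table), a list that the study drew from these libraries together with others in which E2f4 was inhibited. FOXJ1, FOXN4, TP73 and CCNO, regulators of MCC fate, and HYDIN, of the central pair, are in that list.

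The models clustered are those whose log2 effective counts, with 1 added, spanned at least 6 between libraries, and average linkage on centered correlation was divided at a correlation of 0.5. By this rule the MCC group was not the largest: a group of 2722 models (43.06%) was, which holds 0 models of the MCC cluster and is set apart by low values in wild-type 3 h replicate 1 (mean −5.25) and dbm 3 h replicate 2 (−2.80). The next groups held 660, 470 and 290 models.

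The order of groups changed with the settings: complete linkage made the MCC group the largest at 321 models, and TMM-scaled counts did so at 654 of 4071, while dividing the tree at a correlation of 0.6 left it at 589, below groups of 1351 and 1244, dividing at 0.4 at 820, below a group of 2811, and a range of 5 at 972, below groups of 2684, 2349 and 1079. Without the 2 libraries just named, a choice made after seeing the data, the largest groups held 607, 590 and 581 models, the last being the MCC group, and with TMM scaling as well the MCC group was the largest at 566 of 2735.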

Clustering of genes with the greatest variance (see RNAseq informatics section in Methods) in these extensive RNAseq data sets revealed that the largest cluster of genes by far was the one that changed in association with MCC differentiation (Fig 1F; this group of conditions is detailed in S1 Table and shown in S1 Fig; the cluster of genes themselves is in S2 Table). By comparison, this cluster of genes associated with MCC differentiation dwarfed that associated with ionocyte differentiation (induced with Foxi1 as a control, Fig 1F, S1A Fig, S3 Table), with Notch signaling (Fig 1F, S1B Fig, S4 Table), or with embryonic age (Fig 1F, S1C and S1D Fig, S5 and S6 Tables). These data emphasize the relatively large number of genes coordinately upregulated during the formation of this specialized epithelial cell type.

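The gene sets published for ionocytes, Notch and age behave differently from the MCC set in the comparisons at 9 h. Of the 448 models of the MCC cluster (S2 Table), 436 were higher with Multicilin, 426 in dbm over Notch-icd and 418 in dbm over dbm + dnMulticilin, but 7 with Foxi1. Of the 32 models of the ionocyte cluster (S3 Table), 18 were higher with Foxi1 and 23 in dbm over Notch-icd, 0 in dbm over dbm + dnMulticilin, and 4 were lower with Multicilin. The study chose all of these sets on libraries that include these, so their directions are not independent evidence.

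The ionocyte set holds CA12, DMRT2 and SLC26A4 of the ionocyte list, and DLL1. In dbm, 20 of its models were higher and 2 lower at 9 h than at 3 h, against 6 and 0 in Notch-icd.

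The 146 models of S4 Table rose with age in every group: between 103 (Notch-icd) and 142 (dbm) were higher at 9 h than at 3 h and 0 were lower in any of the 6 groups, with medians from 3.32 to 4.87. They hold ITLN1, KLF5, a transcription factor of epithelia, KRT19, a keratin, and TP63, and 0 models of the Notch pathway list. In dbm over Notch-icd, 70 were higher and 17 lower at 9 h.

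The 107 models of S6 Table were lower in dbm than in Notch-icd, 73 of them against 1 higher at 9 h, with a median of −2.98. They hold 14 models of the Notch pathway list, HES5 and HEY1, targets of Notch, among them, and also GMNN. Between 3 and 9 h their medians lay from −0.40 to −1.61, with 38 lower and 10 higher in dbm. The 54 models of S5 Table fell with age, with 25 (Multicilin) to 46 (dbm) lower at 9 h and 0 higher in any group; OTX2, a forebrain factor, is among them.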

**Fig 1:**
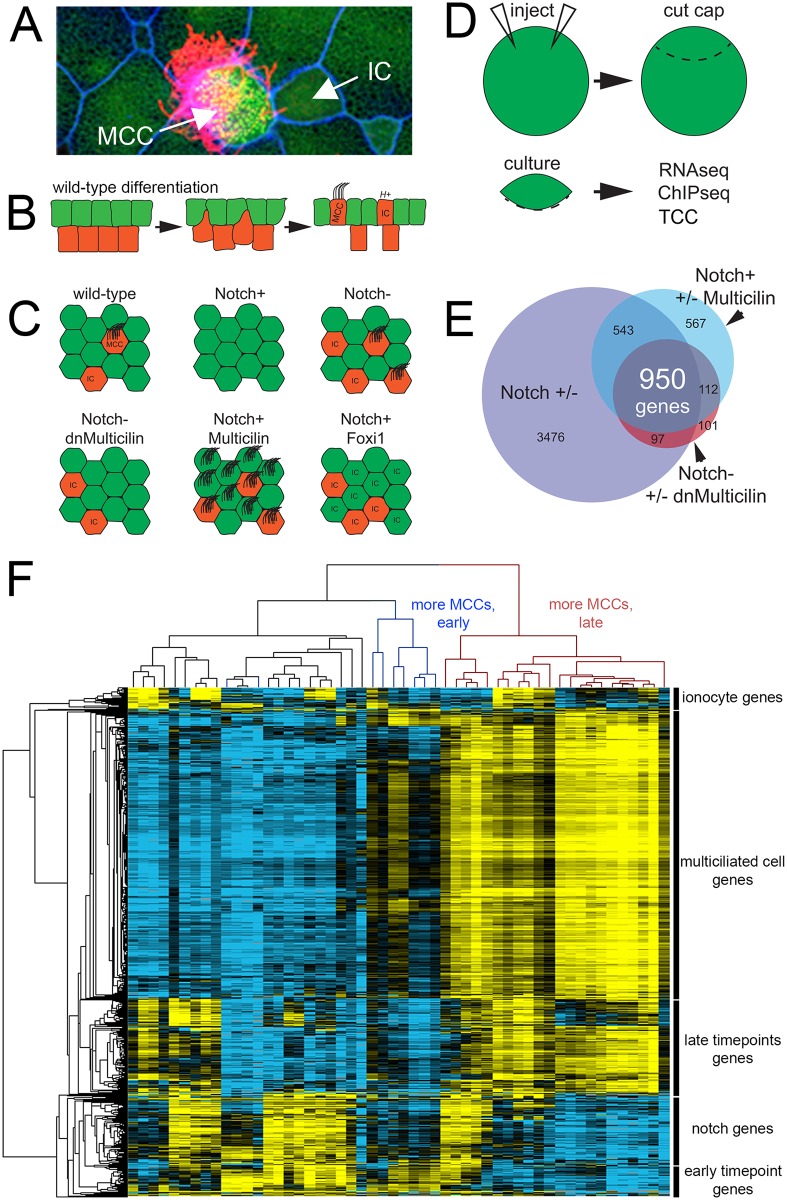
*Identification of a MCC transcriptome* **(A)** Confocal image of *X*. *laevis* skin showing a multiciliated cell (MCC), ionocytes (IC), and outer cells (green cells, unlabeled). **(B)** Differentiation of *X*. *laevis* skin. Multipotent progenitors are specified to become MCCs or ionocytes in the inner layer (red cells) by Notch signaling; they then intercalate into the layer of outer cells (green cells). **(C)** Diagrams illustrating how the numbers of MCCs and ICs in the skin change when Notch, Multicilin and/or Foxi1 activity is manipulated. **(D)** Schematic of the general experimental strategy used to analyze *X*. *laevis* epidermal progenitors (“cap”), after manipulating gene expression using RNA injection. **(E)** Venn diagram using multiple RNAseq experiments to define a core list of genes expressed in MCCs based on an intersectional strategy. **(F)** Heatmap of transcriptional variation across all experimental conditions and timepoints subjected to RNAseq analysis (see Methods for more details). For clarity of display, sample names are omitted here but can be seen in S1 Fig.

We next generated a reliable list of genes upregulated during MCC differentiation based on differential expression (p adjusted for multiple testing < 0.05) between pairs of conditions exhibiting the greatest change in MCC number (Fig 1B and 1E: dbm vs. Notch-icd, Notch-icd + Multicilin vs. Notch-icd, and dbm vs dbm + dnMulticilin). A conservative list of 950 genes was derived from the oldest, 9-hour timepoint (813 genes if we collapse the L and S forms based on orthology assignment); this list changed in all three comparisons (p<0.05, Fig 1E), and provides a high-confidence collection of the genes upregulated during MCC differentiation, which we designate “core MCC genes” (S7–S9 Tables). 

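A set of 926 gene models was higher at 9 h in all 3 comparisons that raise MCC number: dbm over Notch-icd, Notch-icd + Multicilin over Notch-icd, and dbm over dbm + dnMulticilin. They correspond to 788 human genes. Their median log2 fold change was 4.34 with Multicilin (quartiles 3.26 and 5.29), 3.09 in the Notch block (2.12 and 4.03) and 3.70 for dnMulticilin (2.49 and 5.14), and −0.14 with Foxi1 (−0.43 and 0.17), where 13 were higher and 3 lower. With the models that had no read in a group set at their bound, the Multicilin and dnMulticilin medians were 4.33 and 3.68. WDR16, a ciliary protein also called CFAP52, was at 21180 ± 2756 and 6461 ± 1696 normalized counts in its 2 models with Multicilin against 1353 ± 786.3 and 80.82 ± 74.23 without, and TUBA1A, an alpha tubulin, reached 311300 ± 61630 against 7282 ± 4077 in its model on scaffold JGIv7b.000127187.

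The paper takes the pairs of conditions that differ most in MCC number and states that the genes changed in all 3 comparisons are a high-confidence set of genes that rise as MCCs form, and from the clustering it states that the group of MCC genes is by far the largest. Of the 951 models on the first sheet of S7 Table, 857 (90.12%) are among the 926 here, 949 have a positive fold change in all 3 comparisons, and 83 of the other models were higher in the test in 2 of 3. The published list was chosen on the same libraries, so this overlap is not independent evidence.

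Among the genes the paper names, MYB was higher with Multicilin (log2 fold change 2.86, SE 0.41) and in the Notch block (2.40), but in dbm over dbm + dnMulticilin its value was 1.51 (SE 0.39, adjusted p = 0.067 by edgeR's quasi-likelihood test), so it is not in the set here. KIT, a receptor tyrosine kinase, was higher with Multicilin by 5.64 at 9 h, 5.55 at 6 h and 5.21 at 3 h in a model that passed at each time.

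The comparisons share control libraries in part: Multicilin and the Notch block, which share Notch-icd, had 1599 models higher in both, against 395.6 for independent lists and 0 in 20 simulations with a shared control and no effect (correlation 0.50 against 0.48 simulated, covariance 1.25 against 0.19). The Notch block and dnMulticilin, which share dbm, had 936 (162.4 and 0; correlation 0.44 against 0.51, covariance 0.88 against 0.20), and Multicilin and dnMulticilin, with no shared library, 1026 (132.7 and 0; correlation 0.66). The simulations hold no effect, so hardly any model can be called in them. Their 0 therefore cannot show how far a shared control raises the overlap of real calls. For the pairs that share a control, the simulated correlations lie near those observed. For 3 independent lists, 20.2 models would be common. With a different Notch-icd library in each comparison, in the 2 possible ways, Multicilin and the Notch block had 1111 and 1196 models higher in both (178.4 and 205.1 for independent lists), and with a different dbm library in each, the Notch block and dnMulticilin had 767 and 760 (77.5 and 94.6).

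The set built up over time: with Multicilin 849 of 924 tested were higher at 6 h (median 3.47, or 3.46 at the bounds) and 16 of 889 at 3 h (median 1.93, 881 positive), while in the Notch block and for dnMulticilin the 3 h medians were 0.32 and 0.42 (0.41 at the bounds). In the other regions of the diagram, 896 models were higher with Multicilin alone, 1566 in the Notch block alone and 29 for dnMulticilin alone, 673 in Multicilin and the Notch block, 100 in Multicilin and dnMulticilin, and 10 in the Notch block and dnMulticilin. Of the 926, 120 had a larger effect of Multicilin at 9 h than at 3 h by the interaction test and 0 a smaller one. The 926 were chosen for being higher at 9 h in these libraries, which favors that direction. With only the groups compared in the fit, the interaction test called 0 models. In simulated data edgeR recovered 0 changed models at 3 h, so 16 of 889 does not show how many had risen by then.

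**Figure D2:**
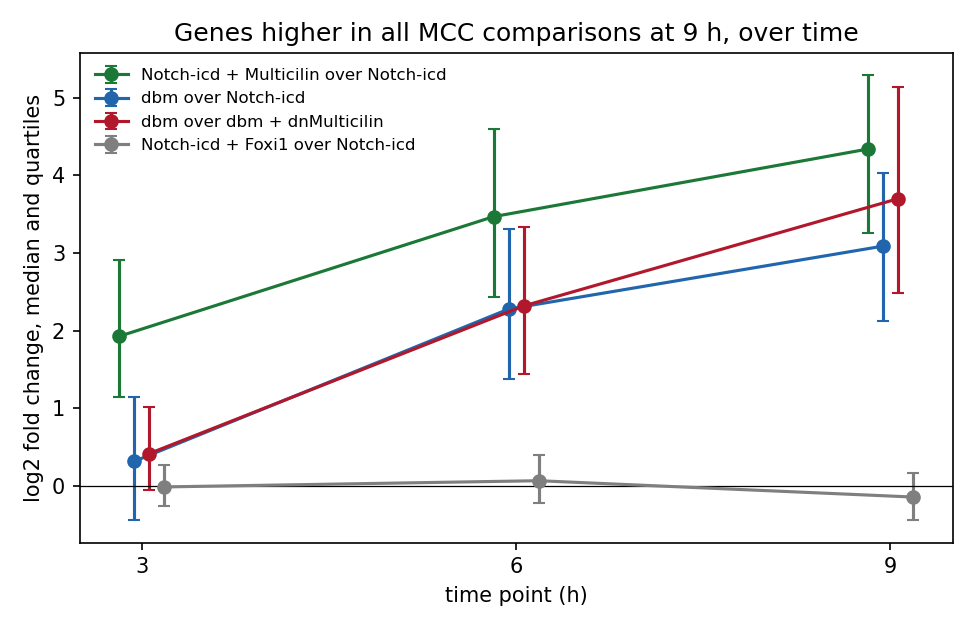
Median log2 fold change, with quartiles, at 3, 6 and 9 h of the gene models higher at 9 h in all 3 comparisons of MCC number, for these comparisons and for Foxi1 over active Notch (2 libraries per group and time). The models were chosen on the 9 h values of the comparisons other than Foxi1, so those values lie above 0 by choice.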

To assess this claim, we compared our core MCC gene list to those generated using other approaches, including Foxj1 overexpression in Zebrafish,[20] FACS sorting of Foxj1^+^ cells from mammalian airway epithelia,[21] or knockdown of Rfx2 in *Xenopus*.[22] These gene lists, as well as our own, were plotted using our data based on their level of expression (using normalized counts) versus the fold-change that occurred in our RNAseq analysis as MCC number increased. 

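Genes of the core list that other surveys of ciliated cells lack were mostly higher with Multicilin in these libraries. Of 562 human genes in the core but not in the zebrafish Foxj1 list, 535 were higher at 9 h and 1 lower, with a median log2 fold change of 3.52; of 618 not in the list from mouse Foxj1-positive cells, 594 were higher and 1 lower (median 3.76). Of 479 gene models in the core but not in the Rfx2 knockdown list, 474 were higher and 1 lower (median 3.64). The genes shared with each list had larger medians: 4.89 over 223 genes for zebrafish (222 higher), 4.28 over 167 for mouse (163 higher) and 4.83 over 472 for Rfx2 knockdown (470 higher).

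The first 2 lists were compared by human gene with counts summed over its frog copies, and the last by gene model, each in Notch-icd + Multicilin over Notch-icd at 9 h by edgeR's quasi-likelihood test. All of these sets were taken from the core, which the study chose on the same libraries, so their direction is not independent evidence. Whether the medians differ between the shared genes and the rest was not tested.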

In each case, the published lists lacked a large fraction of genes on our list (red dots in S2B–S2D Fig, also see S11–S13 Tables for a comparison of overlap between these sets), and the genes unique to our list for each comparison were strongly enriched for cilia GO terms (S3A, S3C and S3E Fig). Conversely, the published list included a large number of genes that did not increase with more MCCs in our data, and thus absent from our list (grey dots in S2B–S2D Fig), but these genes were either not strongly enriched for any GO terms or enriched for more general terms (S3B, S3D and S3F Fig e.g., “biological process”). 

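Of the genes that the other surveys list and the core lacks, most did not pass the test with Multicilin at 9 h. Among 343 human genes of the zebrafish Foxj1 list outside the core, 208 could be tested, of which 41 were higher, 13 lower and 154 did not pass, with a median log2 fold change of 0.22. Among 304 from mouse Foxj1-positive cells, 289 could be tested, with 43 higher, 30 lower and 216 that did not pass (median 0.04). Counts were summed over the frog copies of each human gene and tested by edgeR's quasi-likelihood test.

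The median normalized counts of these genes were 318 for zebrafish and 393.4 for mouse, against 1289.9 and 1334.2 for the genes that each list shares with the core. The sets outside the core were defined by not passing in these libraries, so a low share is built into them. Without Notch-icd replicate 2 the counts higher were 22 and 26, and without Multicilin replicate 1 the zebrafish count was 26. The sheet of Rfx2 knockdown genes outside the core was held only in part and was not tested.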

Altogether, these comparisons suggest that the core MCC list more accurately identifies genes upregulated during MCC differentiation, and thus serves as a solid foundation for the subsequent analysis described below.

### 3D chromosomal architecture suggests that MCC genes are enriched at TAD boundaries

We next related the MCC core genes to the 3-dimensional genome, in particular to areas of high self-interaction known as topologically-associated domains (TADs). To obtain 3D chromosomal interactions across the entire genome, we performed tethered conformation capture (TCC)[23] on epithelial progenitors isolated from *X*. *laevis* embryos, analyzing both wild-type tissue (unmanipulated progenitors containing a mixture of outer cells, ionocytes, and multiciliated cells), and after inducing MCC differentiation using Multicilin (resulting in progenitors consisting of MCCs). Most of the interactions in our data sets were within chromosomes (92%-87% of totals, respectively, S4 Fig), indicating a low level of interchromosomal interactions (high levels of these are thought to reflect spurious interactions[24]). The active and inactive compartments in the wild-type and Multicilin-injected samples were compared by computing Pearson’s correlation matrices[25] (Fig 2A). This analysis failed to detect loci with a negative correlation coefficient and very few with correlation coefficients below 0.5 (268 bins out of a possible 50,030, S14 Table), suggesting that while these two tissues are significantly different in their transcriptional profiles (Fig 1), there was very little in the way of large-scale changes, such as compartment switching between the two conditions.[7,25] Genes found in the few regions that were poorly correlated are not implicated in MCC differentiation (S14 Table), while those on our core MCC list, for example, *wdr16*, were highly correlated between the two conditions (Fig 2A).

**Fig 2:**
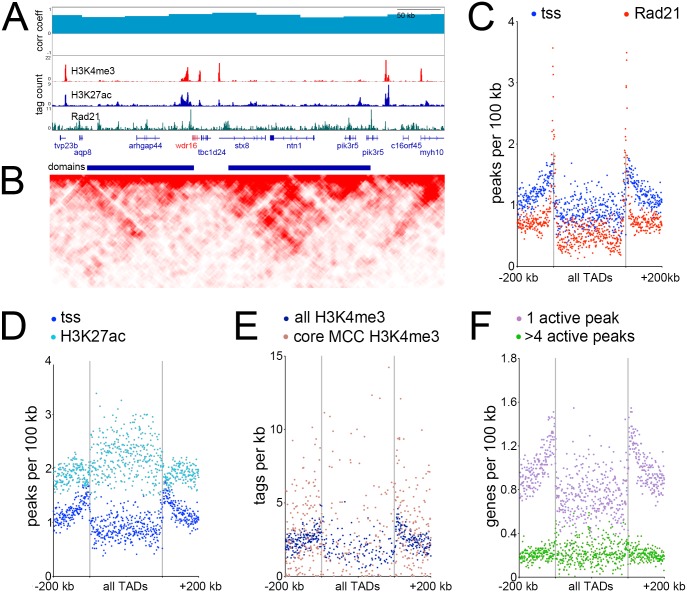
*TADs and their genomic features* **(A)** Browser screenshot of the genomic region surrounding *wdr16*, a MCC expressed gene. Top track is correlation coefficient between 3D chromosome conformation data between wild-type ectoderm and ectoderm injected with Multicilin, middle tracks show ChIPseq results as labeled, bottom track is called topological domains. **(B)** Interaction matrix of tethered conformation capture of the same genomic region. High-throughput methods of determining 3-dimensional chromatin structure such as TCC or HiC involve isolating DNA-protein complexes either via dilution (classical HiC), by fixing the proteins to avidin beads (TCC) or *in situ* nuclear fixation (*in situ* HiC), cutting DNA in this folded state with a restriction enzyme at many positions, religating, and sequencing. Restriction sites near loops of DNA will ligate across the loops at some frequency, which can then be used to reconstruct the frequency of contact between two close or distant regions of the genome. Here, regions interacting across the genome more often than a linear model of DNA would predict are shown, with darker red indicating a higher frequency of interactions.[6–9] **(C-F)** Metagene plots showing the distribution of various features relative to all TADs. All domains are normalized to the same size, the domain region is in the center of each plot, and the two vertical lines denote the domain boundaries. Areas in outer edges of the plot denote flanking genomic regions of some 200 kb. Each quartile of the plot (one quartile upstream, two quartiles inside the domain region itself, and one quartile downstream) is broken into 175 bins, and each dot denotes the measured values of one bin.

At higher resolution, 3D interaction maps reveal TADs, structures thought to facilitate complex transcriptional regulation.[7,9,26,27] To determine the positions of TADs in the *X*. *laevis* genome, we pooled the reads from the two TCC experiments and calculated a directionality index,[26] resulting in 7,249 domains (Fig 2A and 2B). As TAD boundaries are reportedly enriched for CTCF and cohesin, we performed ChIPseq on the cohesin component Rad21[26,28] (Fig 2A, S5 Table) and found striking enrichment of this protein at our called domain boundaries, providing independent validation that they were called accurately (Fig 2A and 2C). We also found Rad21 peaks not associated with TADs (Fig 2A, ~81% of total peaks); reports by others suggest that both Rad21 and CTCF are frequently outside TADs and are most likely to mark TAD boundaries when cobound.[29] We annotated the positions of transcriptional start sites (TSS’s) relative to TADs and found enrichment at the boundaries (Fig 2C), in agreement with previous work on mammalian genomes.[26] We further performed ChIPseq on two histone modifications: H3K4me3, a mark associated with actively-transcribed promoters (Fig 2A, S6 Fig), and H3K27ac, a mark associated with active promoters and enhancers, including superenhancers[30] (Fig 2A, S7 Fig). The H3K4me3 ChIPseq (Fig 2A and 2D, S6 Fig) exhibited broadly similar nucleotide frequencies and peak shapes as other vertebrate promoters[31] and largely overlapped, within a 2 Kb window, our annotated 5’ ends of *X*. *laevis* gene models (16,231 out of 24,384 total models; note not all of these genes will be expressed in epithelial progenitors and would thus largely lack H3K4me3 peaks). When these features were overlaid onto the TAD map, the promoter regions, as defined by both annotated TSS’s and H3K4me3 peaks, tended to lie close to the TAD boundaries (Fig 2C and 2D), while enhancers were depleted at boundaries and instead enriched in the middle of the domains themselves (Fig 2D). We localized our core MCC genes onto the TAD map using H3K4me3 binding at their promoters (Fig 2E) or the positions of the core MCC TSS’s themselves (S8 Fig), finding that, like all genes, core MCC genes were enriched at TAD boundaries, rather than located within domains.

### MCC genes reside in enhancer-sparse regions

The enrichment of MCC genes at TAD boundaries and far from the bulk of enhancers led us to examine how many enhancers were near these genes in greater detail. A single collection of all peaks with active histone marks (H3K4me3 and H3K27ac) was generated and assigned to genes with the closest TSS (S15 Table), based on the assumption that this approach estimates local enhancer density rather than attempting to predict targets of every enhancer. Using this approach, we found an average of 2.84 active peaks closer to a given gene than any other gene across the entire genome. Genes with the highest number of flanking active peaks (> 4) tended to be TFs based on GO term functional analysis (“transcription factor activity”, p value 1.02E-20 for genes with more than 4 flanking active peaks, S15 Table). To confirm this, we checked known TFs (*Xenopus* paralogs of 1,692 human TFs[32]) and found they had 4.04 active flanking peaks on average and were positioned inside TADs, where enhancer density was highest (S9 Fig). Conversely, genes with a single nearby active peak were enriched in GO terms such as “protein transport” (p value = 1.7E-6), and “ribosome”, (p value = 6.1E-5). Known housekeeping genes (*Xenopus* paralogs of 3,804 human genes[33]) contained 2.40 active flanking peaks on average, and these genes were also enriched at TAD boundaries rather than within them (S9 Fig). Finally, in a general survey, all genes with few enhancers largely resided at the boundaries, while genes with many enhancers were depleted at boundaries but instead located within domains themselves (Fig 2F). These results are consistent with the idea that housekeeping genes are located at TAD boundaries where enhancer density is low, while developmental regulated genes, such as TFs, are located in areas of high enhancer density within TADs. In this light, it is striking that the MCC-expressed genes averaged few peaks per gene (2.42) and were enriched at TAD boundaries (Fig 2E), similar to housekeeping genes. Thus, these data indicate that MCC genes, although expressed in a cell type-specific manner, resemble housekeeping genes, raising the question of how these genes become activated in this configuration.

### TF binding motifs associated with MCC promoters

Previous studies have found that proximal regulatory regions of genes expressed in motile ciliated cells are enriched in Rfx binding sites[34,35] and that in *Xenopus*, Rfx2 binding is found extensively in association with cilia genes.[22] Consistent with these observations, the binding site for the Rfx proteins was by far the most enriched motif identified when sequences (+/-100 bases) around the TSS of the core MCC genes (verified by H3K4me3, S6 Fig) were examined for overrepresented motifs using an unbiased approach (Fig 3A).[3] We also detected a similar, striking enrichment of Rfx motifs in the promoters of MCC gene orthologs in human, mouse, zebrafish, fruit fly, and sea starlet (Fig 3B), despite the fact that the core promoter sequences vary substantially across vertebrate and ecdysozoan lineages[36–38] and cnidarian promoters as well (S10 Fig). By contrast, binding motifs for other factors involved in MCC differentiation, including Forkhead, E2f, and Myb, were also enriched at MCC gene promoters but this enrichment was less impressive, especially at MCC genes in other species (Fig 3A, S11 Fig).[20,22,39–41] These data support deep conservation of direct Rfx factor binding at the promoters of MCC genes but also raise the possibility that other factors are recruited to these promoters indirectly.

**Fig 3:**
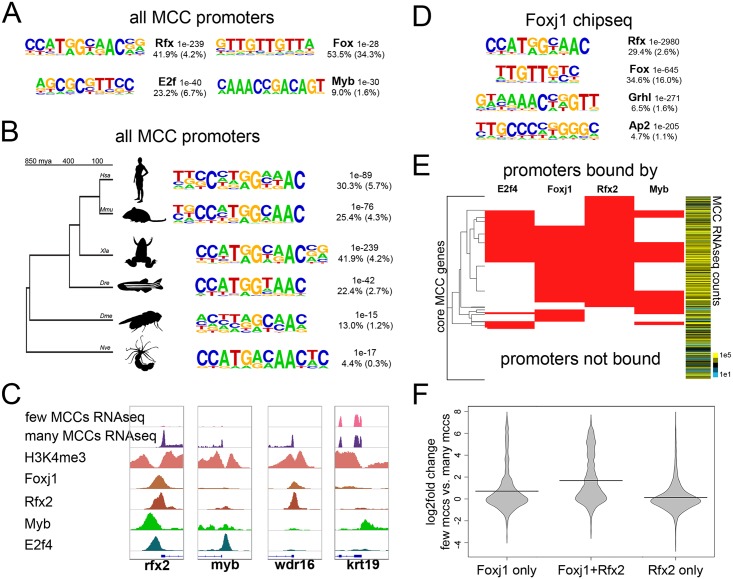
*Transcription factor motifs and binding in MCCs* **(A)** Top *de novo* motifs identified in all MCC promoters in *X*. *laevis* along with the transcription factor family that best matches the motif, a p-value determined by the cumulative hypergeometric distribution, the frequency of the motif in the promoters analyzed, and the background frequency of the motif in all promoters. **(B)** The top *de novo* motif as in (A) that were found in promoters of all MCC paralogs in the indicated species. *Hsa*, *Homo sapiens*; *Mmu*, *Mus musculus*; *Xla*, *Xenopus laevis*; *Dre*, *Danio rerio*; *Dme*, *Drosophila melanogaster*; *Nve*, *Nematostella vectensis*. **(C)** Example screenshots around the promoters of three genes that were upregulated during MCC differentiation and one that was not (*krt19*) indicating H3K4me3 or transcription factor binding by ChIPseq. These promoters were bound by various combinations of Foxj1, Rfx2, Myb, and E2f4 as shown. **(D)** Shown are the top *de novo* motifs that are associated with all called Foxj1 ChIPseq peaks. **(E)** Shown are all core 950 MCC promoters and the combinations of E2f4, Foxj1, Rfx2, and Myb bound to each. Heatmap to the right indicates normalized expression counts in manipulations producing many MCCs (epithelial progenitors injected with Notch-icd compared to those injected with Notch-icd and Multicilin). **(F)** Shown is the change in expression between epithelial progenitors with few MCCs (injected with Notch-icd) versus progenitors with many MCCs (injected with Notch-icd and Multicilin) driven by all promoters bound by the indicated factors.

### Transcription factor binding to MCC genes

To gain further insight into the TF binding required for MCC gene expression, we examined the binding targets of TFs recognizing the motifs enriched in MCC promoters: Rfx, Fox, E2f, and Myb. We interrogated recently published *X*. *laevis* ChiPseq data for Rfx2[22] and E2f4[40] and generated ChIPseq data for two additional candidate factors, Myb and Foxj1, using *X*. *laevis* epithelial progenitors manipulated to increase the number of motile cilia (see Methods, Fig 3C). We mapped reads from all datasets to the *X*. *laevis* genome (v9.1),[42] called peaks against input background, and subjected all peaks to *de novo* motif discovery. One of the top motifs identified in each set corresponded to the motif recognized by the factor immunoprecipitated, suggesting that these family members often bound the appropriate motif directly (Fig 3D, S12 Fig). However, this analysis also suggests possible co-binding; Foxj1 peaks at MCC genes were highly enriched for Rfx motifs, for example, whereas we saw no such enrichment across all promoters or enhancers (Fig 3D, S6 and S7 Figs).

We exploited the extensive binding data at promoters described above to assess which combination of TFs might account for the upregulation of MCC gene expression (Fig 3E). We found striking heterogeneity in the number of promoters bound by any one factor; likewise, we found heterogeneity in how often different combinations of factors bound to core MCC promoters. For example, Rfx2 bound a majority of these promoters (579 out of 693 MCC promoters bound by any of these factors), and other factors in this study rarely bound MCC promoters in its absence (114 out of 693, note extensive Rfx2 binding in Fig 3E). The largest overlap between two factors occurred between Foxj1 and Rfx2 (400), the next between E2f4 and Rfx2 (271), and finally the smallest overlap occurred between Myb and Rfx2 (230). A large fraction of core MCC promoters were not bound by any of these factors (257, or ~27%); however, we note that ~17% of MCC promoters were H3K4me3- (159/950), suggesting that their annotated TSS’s were incorrect.[43] Manual inspection of a subset of these revealed unannotated 5’ exons, and thus TSS’s, outside of our 2kb TSS window based on Mayball annotations (S13 Fig). These misannotations likely led to an underestimation of TF binding at the promoters of the core MCC gene list.

We asked whether binding of MCC transcription factors at core MCC promoters was associated with increased transcription, and examined transcriptional fold-changes of target genes between conditions repressing MCCs (Notch-icd) and conditions promoting MCCs (Notch-icd and Multicilin)(Fig 3F) (We did not examine enhancers with this approach: enhancers are more likely to influence transcription of nearby rather than distal genes[3] but often skip over the nearest TSS,[44] making target promoter prediction difficult). While Rfx2 alone bound many promoters across the genome, few of these genes exhibited increased expression in MCCs; neither did genes whose promoters were bound by E2f4 alone, Myb alone, or either co-bound with Rfx2 (Fig 3F, S14B and S15B Figs). By contrast, Foxj1 modestly increased expression of genes when bound to promoters alone and strongly increased expression when co-bound to promoters with Rfx2 (Fig 3F). While known to be involved in MCC differentiation,[41] Myb did not bind to many MCC promoters (Fig 3E), did not have a motif in MCC promoters nearly as often as Rfx or Forkhead proteins (Fig 3A), and was not nearly as associated with MCC gene transcription in promoters it did bind to (S14 Fig), suggesting Myb plays a more minor role in the differentiation of these cells. Other factors may also be involved, such as TP73; however, TP73 is not reported to strongly prefer MCC promoters (~3% of putative MCC genes in mouse),[45] nor was the TP73 consensus motif strongly enriched in *X*. *laevis* MCC promoters (Fig 3A), suggesting it may regulate more potent drivers of MCC genes such as Foxj1 rather than large numbers of MCC genes directly. Taken together, these genome-wide analyses largely support the current model that binding of both Foxj1 and a Rfx factor at a given promoter leads to potent activation of gene expression in MCCs while other combinations or individual factors were much less likely to do so.

### Rfx2 influences Foxj1 binding

The coincidence of Foxj1 and Rfx2 binding at MCC genes was evaluated further by examining this binding in detail across the genome. We first estimated whether co-binding might occur simply by chance by evaluating the level of random overlap within areas of open chromatin (n = 1000 iterations), as defined by H3K4me3 and H3K27ac-positive regions. While random overlap of open chromatin predicts co-binding in 2208 peaks (SD 37), actual overlap between Rfx2 and Foxj1 binding occurred significantly more often (3505, p < 0.001, see Methods). We next evaluated where Foxj1 binding occurs in the genome in relation to Rfx2 binding. Foxj1 was rarely bound at promoters where Rfx2 binding was absent (~10%, 1203/11800 peaks, Fig 4A), but Foxj1 was often at promoters where Rfx2 binding also occurred (~42%, or 1487/3505 peaks). To determine if Rfx2/Foxj1 co-binding at promoters happens more often than by chance, we found that a random collection of Foxj1 and Rfx2 peaks (equal to the number of co-binding peaks, half Foxj1, half Rfx2) bound to promoters less often (~36%, or 1274 peaks, SD 27), suggesting that when cobound with Rfx2, Foxj1 was more likely to prefer promoters (p < 0.001, see Methods). Taken together, these data suggest that Foxj1 binding is strongly influenced by the present of Rfx2 binding, particularly at promoters.

**Fig 4:**
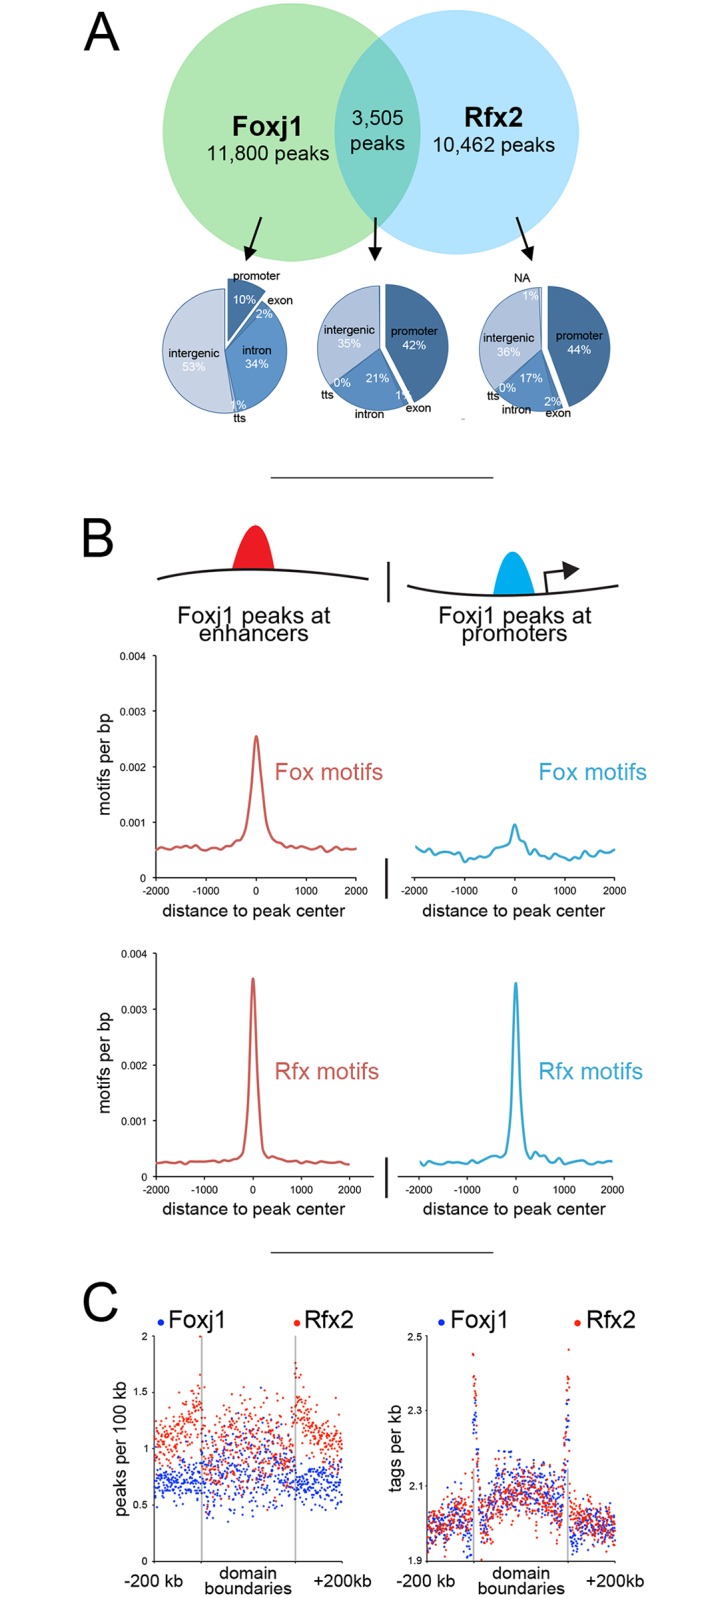
*Interactions between Foxj1 and Rfx2* **(A)** Venn diagram at the top represents all peaks (fixed width) bound by Foxj1 and Rfx2 identified with ChIPseq, in terms of their overlap. The pie charts shown below illustrate where Foxj1 and Rfx2 binding occurs in relation to annotated genomic features depending on whether they bind together or alone. **(B)** Foxj1 ChIPseq peaks were subdivided into those located near promoters (< 1 kb to the TSS) or at more distal sites (> 1 kb to the TSS) and then analyzed for the frequency of Rfx or Fox binding motifs. **(C)** Shown is the distribution of Rfx2 and Foxj1 peaks relative to TAD boundaries (left panel), and the distribution of Rfx2 and Foxj1 sequencing tags relative to TAD boundaries (right panel).

We next compared the peaks of Foxj1 and Rfx2 binding to the location of TADs within the *Xenopus* genome. As a factor more likely to be found at distal sites, Foxj1 peaks were enriched inside domains (much like H3K27ac, Fig 2D), as compared to Rfx2 peaks (Fig 4C), which were enriched at their boundaries (similar to promoters, Fig 2C and 2D). When we examined the numbers of sequencing tags immunoprecipitated from these experiments, however, we saw a striking enrichment for both Rfx2 and Foxj1 at domain boundaries (Fig 4C), suggesting that while there were fewer Foxj1 peaks at TAD boundaries, those present were exceptionally strong. These results further indicate that Foxj1 binding at MCC genes located at TAD boundaries is associated with the presence of Rfx2 binding.

### Rfx2 stabilizes Foxj1 on DNA

The simplest model to explain co-binding of Foxj1 and Rfx2 at MCC promoters is based on the presence of neighboring direct binding sites with appropriate consensus motifs, as shown in a handful of *Drosophila* cilia genes.[15] However, when we examined the enrichment of Forkhead and Rfx motifs in the promoters and distal sites bound by Foxj1 (Fig 4B, also see Fig 3D), we found that Rfx motifs were strongly present to an equal degree in promoters and distal sites, but that Forkhead motifs were depleted in promoters relative to distal sites. Moreover, when we performed *de novo* motif analysis on Foxj1 peaks not co-bound with Rfx2, we again saw robust enrichment of Rfx motifs, suggesting other Rfx proteins may also co-bind with Foxj1 (S17 Fig). Finally, despite Foxj1’s known conserved role in motile cilia formation,[20,35,39,46,47] Forkhead motifs were not particularly conserved in the promoters of MCC genes across vertebrate lineages (S11 Fig). Thus these findings suggest that the while Foxj1 is required to drive this process, consensus Forkhead motifs within promoters may be dispensable.

As there was a strong overlap between Foxj1 and Rfx2 peaks, and few Fox motifs at Foxj1-bound promoters (Fig 4B), we asked if Rfx2 might stabilize Foxj1 binding at these positions. Moreover, as many Foxj1 peaks were within TADs (Fig 4C), we speculated that Foxj1 at distal sites might be recruited to promoters, possibly at the TAD boundaries, in chromatin loops and that Rfx2 might facilitate this recruitment. To directly test the possibility that Rfx2 stabilized Foxj1 binding, we knocked down Rfx2 with a well-characterized morpholino[22,48] and performed ChIPseq on Foxj1 (Fig 5). Out of 15,305 Foxj1 peaks identified in control tissue, some 6,360 were reduced at least 3-fold (~42%), and 2,084 were reduced 10-fold (~14%) in an Rfx2 knockdown. We saw strong reductions at key promoters, such as the *rfx2* promoter itself (Fig 5A), while other promoters maintained Foxj1 occupancy (Fig 5B). We also saw strong reductions in regions with many peaks, such as the superenhancer surrounding *tubb2b* (Fig 5C); in cases where reduced Foxj1 peaks did not overlap with robust Rfx2 peaks we often saw Rfx motifs (Fig 5C) and we also found Rfx motifs enriched in Foxj1 peaks not cobound by Rfx2 (S17 Fig), further hinting that other Rfx proteins might be involved. When we looked across all regions bound by Foxj1, we saw a reduction of Foxj1 tags at those positions in the absence of Rfx2 and striking reduction of Foxj1 tags at the promoters of MCC genes (Fig 5D). By contrast, we saw a slight increase at non-MCC promoters, which may be the result of excess Foxj1 protein binding nonspecifically to regions of open chromatin.[49,50] While there is a large fraction of Foxj1/Rfx2 cobound sites in promoters that are not upstream of genes in our core MCC list (3025 out of 3505), we found the greatest Foxj1 reduction at core MCC promoters (S18 Fig).

**Fig 5:**
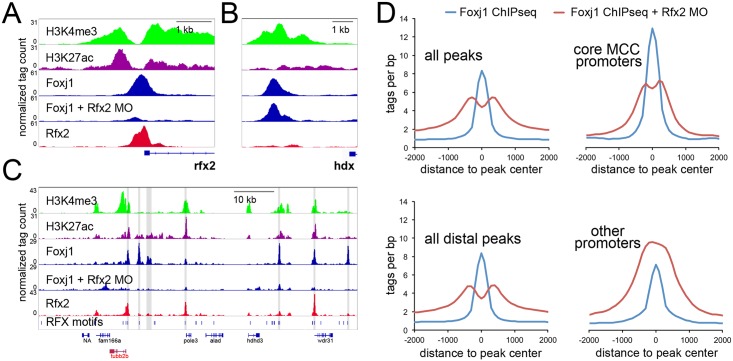
*Binding of Foxj1 at promoters is dependent on Rfx2* **(A-B)** Screenshot around the promoter of *X*. *laevis rfx2* (A) or *hdx* (B) along with the sequence tags obtained in ChIPseq of H3K4me3, H3K27ac, Foxj1, or Rfx2 in wildtype and Foxj1 in Rfx2 morphants (MO). **(C)** Shown is a screenshot of the *X*. *laevis* genomic region containing the *tubb2b* gene with ChIPseq tracks as in (A). The position of all Rfx motifs is denoted in the bottom track. Foxj1 peaks that are reduced >3-fold in the Rfx2 morphants compared to control are shaded. **(D)** Shown are sequencing tag histograms in peaks as labeled from ChIPseq of Foxj1 in wild-type progenitors or progenitors from Rfx2 morphants.

Rfx2 might stabilize Foxj1 at sites where Foxj1 binds directly to its consensus sequence in DNA, or alternatively, it might stabilize Foxj1 at positions where Foxj1 binds indirectly. To distinguish between these possibilities, we examined changes in Foxj1 binding in peaks occupying positions containing either a strong Forkhead motif but not a Rfx motif (2,646 peaks) or a strong Rfx motif but not a Forkhead motif (2,083 peaks). We found that while tag counts in positions containing a Forkhead motif alone were modestly reduced in the absence of Rfx2, Foxj1 tag counts at positions with an Rfx motif alone were drastically reduced (S18 Fig), suggesting that Rfx2 might have a minor role in stabilizing Foxj1 directly but a much larger role in stabilizing it indirectly.

### Rfx2 stabilizes Foxj1 inside chromatin loops

The increased likelihood of transcription of promoters bound by multiple factors is consistent with general findings by others[3,11] but does not explain the distribution of Foxj1, Rfx2, and their respective motifs relative to transcriptional start sites. Rather, the results above suggest a model where, in some cases, Rfx proteins bind at both promoters and distal enhancers, and through dimerization,[51,52] maneuver the two together to effect transcription. We further speculated that this looping enables Foxj1, bound to enhancers, to localize to promoters, where it was then crosslinked and immunoprecipitated in our assays. This proposed looping would create a protein-DNA complex wherein Foxj1 bound enhancer DNA through a motif but was held nearby its target promoter DNA via Rfx2 proteins: ChIP of a single Foxj1 protein would then pull down both its directly-bound enhancer and its indirectly-bound promoter. To evaluate this model, we first determined all significant interactions in our 3D chromosomal conformation data from wild-type epithelial progenitors using an approach published previously (see Methods, “*TCC significant interactions and TADs”)*.[25] We then interrogated the anchor points of these interactions for co-binding of Rad21, surmising that the anchor points of significant chromosomal interactions would be enriched for known looping machinery.[28,53] To test the probability of overlap between positions bound by Rad21 and the anchor endpoints of significant interactions, we performed a hypergeometric distribution test, calculating the amount of overlap by chance alone, the amount of enrichment over this amount measured in our data (if any), and the probability of encountering this enrichment.[3,54] Pairs of Rad21 peaks were found strongly enriched at the endpoints of loop anchors (Rad21 self-interacting loops in Fig 6A), in agreement with [53]. We then applied this approach to other peaksets, finding strong enrichment for pairs of Rfx2 peaks at the endpoints of looping interactions, consistent with our model that Rfx2 could mediate such interactions. We also saw pairs of Foxj1 enriched at the ends of loops, as well as Rfx2-dependent Foxj1 peak pairs (labeled as “F3”, for peaks reduced by 3-fold or more in the absence of Rfx2). There was also a strong enrichment for pairs of MCC promoters at the endpoints of loops. Finally, we asked if the peaksets enriched at anchor endpoints changed during MCC differentiation, by comparing wild-type interaction data with data obtained with progenitors expressing Multicilin (Fig 6B). We saw an increase in enrichment of both Foxj1 peaks and Rfx2-dependent Foxj1 peaks at anchor endpoints, and an even stronger enrichment of endpoints with Rfx2-dependent Foxj1 peaks at one end and MCC promoters at the other end (connection between “F3” and “MCC”). Taken together, these data suggest a model wherein Foxj1 peaks bound to distal enhancers are recruited to MCC promoters via Rfx2 dimerization, a process that coordinates or stabilizes chromatin loops (Fig 6C and 6D).

**Fig 6:**
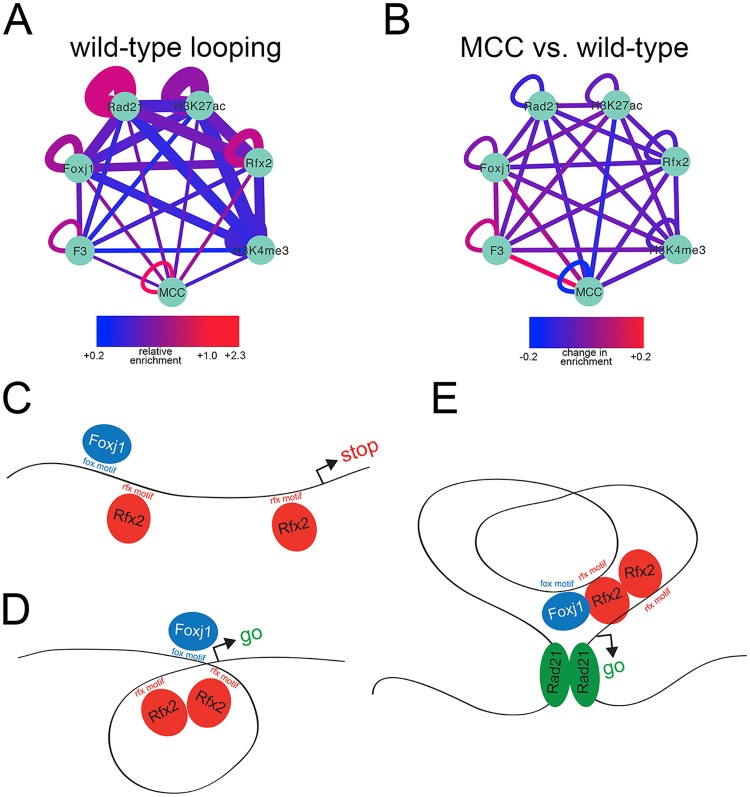
*Chromatin loops connect MCC regulatory elements* **(A)** The relative enrichment over expected of histone modifications or transcription factor binding sites at loop anchor points was calculated and visualized in Cytoscape. “Wild-type” tissue is unmanipulated progenitors containing a mixture of outer cells, ionocytes, and multiciliated cells. Expected overlap was determined by hypergeometric distribution; 3D interactions were obtained from wild-type progenitors, and line thickness is inversely proportional to p value (range: 1e-37 to 1e-611, thicker line is lower p value). Nodes are as labeled; “F3” represents the subset of Foxj1 ChIPseq peaks that are reduced 3-fold or greater in Rfx2 knockdowns and “MCC” represents MCC TSS’s. **(B)** 3D interactions were obtained for wild-type progenitors using progenitors injected with Multicilin to increase numbers of MCCs as background (to determine interactions stronger in wild-type tissue) and 3D interactions were also obtained using the reverse (to determine interactions stronger in multiciliated cells). Relative enrichments of histone modifications or transcription factor binding sites were determined for each as in (A) and then compared to one another. Thus, values here depicted by color represent changes in enrichment between the two conditions. **(C,D)** Model of recruitment of Foxj1-bound enhancers to MCC promoters via Rfx2 dimerization. **(E)** Model of how Rfx2-mediated enhancer recruitment operates in the context of TAD boundaries.

## Discussion

TFs required in epithelial progenitors to drive gene expression during MCC differentiation have been identified, but how these factors cooperate at both individual positions in the genome and also within larger chromosomal topologies are largely unknown. Here, using a battery of genomic approaches, many for the first time in *X*. *laevis*, we show that genes involved in MCC differentiation typically reside at TAD boundaries and are activated by a combination of Foxj1 and Rfx2. Our data suggest a model where Foxj1, often bound directly to flanking enhancers, is recruited to the promoters of MCC genes via Rfx2, which acts as a scaffolding factor (Fig 6C–6E). We speculate that this arrangement facilitates terminal differentiation by maintaining stable activation of gene expression.

We show, using an unbiased approach,[3] that the MCC core promoters in *Xenopus* and other metazoans are highly enriched for motifs recognized by the Rfx factors, also known as the X-box, in line with a similar analysis of genes differentially expressed in lung tissue from patients with primary ciliary dyskinesia.[55] While the importance of Rfx binding sites is well established for cilia genes in flies and worms,[12] their exact role in promoting cilia gene expression in vertebrates is less clear, mainly because the family of Rfx factors has expanded significantly, members of this family appear to act redundantly, and the phenotype associated with a loss of any one family member may differ depending on the species (e.g. Rfx2 in mouse and *Xenopus*).[22,48,56] In addition, the expanded Rfx family in vertebrates clearly has major roles in enabling gene expression that serves non-cilia functions,[57] based on single family member mutants (S2 Fig) as well as compound mutants.[34] The Rfx family also appears to have broad functions based on the high occurrence of Rfx binding motifs within non-coding regions that are conserved within mammalian genomes.[58] Thus, the analysis of MCC gene promoters suggests that Rfx factors are major players in MCC gene expression but other observations suggest they act by facilitating the action of other TFs. If so, what factors are involved and by what mechanism?

To address this question, we generated ChIPseq data for Myb and Foxj1, two other regulators required for MCC differentiation whose binding preference in epithelial progenitors was unknown. These data, combined with the previously published ChIPseq data for E2f4 and Rfx2,[22,40] indicate that among the various combinations, the co-binding of both Foxj1 and Rfx2 at a promoter is the best predictor of activated expression during MCC differentiation. By examining the nature of transcription factor co-binding in our data, we uncovered several important features of this synergistic interaction at MCC promoters. First, ChIPseq data indicate that Foxj1 alone preferentially binds to distal sites, but shows a much higher preference for promoters when co-bound with Rfx2. Second, Foxj1 binding at both locations are highly enriched in Rfx motifs, but Foxj1 sites at promoters rarely have strong Forkhead motifs. This may be explained by fixation: we suspect that chromatin immunoprecipitation of individual proteins yields genomic fragments both directly and indirectly bound to that protein due to crosslinking; if so, ChIP of a single Foxj1 molecule might produce fragments from both a distal enhancer and a promoter, and we predict direct binding at fragments with motifs and indirect association at fragments without. Third, Foxj1 binding at MCC promoters and at sites lacking Forkhead motifs is severely disrupted when Rfx2 function is impaired. Taken together, these data indicate that Foxj1 transcriptional activity, especially at MCC promoters and sites with poor motifs, is directed by, and dependent on, Rfx2. These data lead us to propose that Rfx2, perhaps with other Rfx proteins, performs a scaffolding role wherein distal Foxj1-bound enhancers are maneuvered to promoters by Rfx. This scaffolding function may cause looping directly since the Rfx proteins can form homo- and heterodimers with one another,[51,52] but one can envision more complicated scenarios where Rfx functions within a larger protein complex required for looping and Foxj1 recruitment or Foxj1 binding DNA indirectly through Rfx proteins and dispensing with Fox motifs entirely. While further work will be required to determine if and how the 3D genome is perturbed when Rfx function is lost and how different Rfx proteins might cooperate to affect its conformation, this scaffolding model is consistent with extensive functional data indicating that Foxj1 is the critical limiting factor required for MCC gene expression,[39,59] explains why Rfx motifs and binding are so frequently encountered at MCC promoters, and is largely consistent with other examples where Rfx and Forkhead factors have been shown to interact to promote gene expression, not only in cells with motile cilia[14,15] but also in other contexts.[60] Also consistent with a scaffolding, and not a transcriptional, role, recent work also suggests that Rfx proteins are unable to rescue ciliogenesis in the absence of Foxj1.[45] Moreover, the scaffolding function of the Rfx proteins proposed here may be more general, enabling enhancer and promoter interactions not only during MCC cell differentiation, but in other contexts as well where this family of proteins is known to act.

Chromatin looping is thought to mediate promoter-enhancer interactions, bringing two or more elements close to one another in topological space.[5,61,62] Here, TCC data support the presence of such loops maneuvering Foxj1 to MCC genes in that there is enrichment of Foxj1 binding sites of MCC promoters at opposite anchor endpoints of chromatin loops in MCC cells. This finding, along, with the observation that MCC genes typically reside at TAD boundaries, may be significant in the context of terminal differentiation. The boundaries that define TADS have relatively stable anchor points, contain a low density of local enhancers, and are highly enriched in transcriptional machinery.[26,53,63,64] These properties may explain why TAD boundaries also contain a high density of housekeeping genes that are constitutively expressed across most cell types.[64] Thus, we speculate that positioning of certain MCC genes at TAD boundaries may facilitate stable gene expression associated with terminal differentiation, specifically that associated with the maintenance of the multiple motile cilia in the long-lived MCC.

This arrangement may also provide a modular framework for transcriptional control. While core promoter machinery may impose sequence constraints on GC-rich promoters that are incompatible with AT-rich motifs such as those favored by Foxj1, distal enhancer sequences may be more relaxed.[65] Thus, distal enhancers may be free to contain a wider range of motifs, and, as long as they also contain flanking Rfx motifs, such elements can be recruited to promoters via Rfx dimerization. As the various Rfx family members may have slightly different motif preferences, one can also speculate that such an arrangement provides for dynamic transcriptional control across tissues and conditions depending on which Rfx proteins are expressed: a distal enhancer in one cell type may get recruited to its target promoter, whereas a different enhancer might get recruited to the same promoter in another cell type.

## Methods

### Ethics statement

All animal experiments reported here were carried out at the Salk Institute, supervised by a licensed veterinarian in the Animal Resource Department, under guidelines that are AAALAC certified, and using procedures reviewed and approved by the Salk IACUC committee under protocol #15–00034.

### Embryos, injection, and isolation of epithelial progenitors

*X*. *laevis* embryos were prepared by in vitro fertilization using standard protocols.[66] Synthetic, capped mRNA was generated in vitro using DNA templates described below and injected into embryos at the two-cell or four-cell stage (typically 0.1–5.0 ng of RNA per embryo), targeting the four animal quadrants. Pluripotent epidermal progenitors (animal caps) were isolated at stage 9–10 and cultured in 0.5X MMR and harvested at 3, 6, and 9 hours at 22 deg after mid-stage 11. Progenitors injected with RNA encoding HGR-inducible constructs (Multicilin-HGR and Foxi1-HGR) were induced with 1μM dexamethasone at mid-stage 11.

### DNA constructs and knockdowns

DNA templates for synthesis of mRNAs have been described previously for Notch-icd, dbm, Foxi1-HGR, Multicilin-HGR, and dominant negative Multicilin.[18,19,67] The DNA template for generating an RNA encoding a tagged form of Foxj1 was obtained by subcloning a cDNA encoding Foxj1[39] into a CS2 vector with a FLAG tag, while that for a tagged form of Myb was generated by PCR amplification of a *myb* cDNA from a stage 17 cDNA library and subcloning into a CS2 vector with a GFP tag. The Rfx2 morpholino[22,48] was a kind gift of Meii Chung and John Wallingford.

### RNAseq libraries

RNAs were isolated by the proteinase K method followed by phenol-chloroform extractions, lithium precipitation, and treatment with RNase-free DNase and a second series of phenol-chloroform extractions and ethanol precipitation. RNAseq libraries were then constructed (Illumina TruSeq v2) and sequenced on an Illumina platform. Details on specific experiments are in S17 Table, and RNAseq reads are deposited at NCBI (GSE76342).

### RNAseq informatics

Sequenced reads from this study or obtained previously[22,40] were aligned to the *X*. *laevis* transcriptome, MayBall version[22] with RNA-STAR[68] and then counted with eXpress.[69] Effective counts from eXpress were then clustered (Cluster 3.0[70], log transformed, maxval—minval = 6) and visualized with Java Treeview (v1.1.6r, [71]) to produce heatmaps. DESeq was used to estimate dispersion and test differential expression using rounded effective counts from eXpress.[72] Changes in expression were visualized in R with beanplot (https://cran.r-project.org/web/packages/beanplot/beanplot.pdf), and to visualize RNAseq reads in a genomic context they were mapped to genome version 9.1 with bwa mem[73] and loaded as bigWig tracks into the Integrative Genomics Viewer browser.[74]

### Multispecies comparisons

Orthologs/paralogs of MCC genes were obtained from gene assignments in Homologene or by using official gene symbols in *N*. *vectensis* gene models.[75] Promoter collections for *H*. *sapiens*, *M*. *musculus*, *D*. *rerio*, and *D*. *melanogaster* were obtained from UCSC. To determine *N*. *vectensis* promoters, 5’ ESTs were mapped to JGI genome build v1.0 with BLAT.[76] H3K4me3 ChIPseq reads from *N*. *vectensis*[77] were then mapped to v1.0, peaks called, and then overlapped with TSS’s as determined by 5’ ESTs to verify promoters, similar to our approach in confirming *X*. *laevis promoters*. 5’ ESTs were then aligned to *N*. *vectensis* gene models (v1.0) to connect transcriptional start sites to gene identity. Motif enrichment on all promoters and MCC ortholog promoters was done with HOMER.[3] Species divergence times are from Timetree.[78]

### ChIPseq libraries

Because ChIP-grade antibodies are generally not available that recognize *Xenopus* proteins, we tagged Myb and Foxj1 with GFP and FLAG, respectively, and injected mRNAs encoding these constructs into embryos. Myb has functions in stem cell maintenance independent of a role in MCCs,[79] so to enrich for motile cilia targets, we performed ChIPseq on Myb in progenitors injected with Multicilin-HGR induced at mid-stage 11 (our previous work with E2f4 ChIPseq[40] also included Multicilin injections, allowing for direct comparison of MCC-enriched TF targets). Moreover, overexpression of Foxj1 promotes ectopic cilia[39], so samples injected with that construct were also enriched for motile cilia targets by virtue of expressing a tagged Foxj1 construct.

Samples were prepared for ChIP using described methods[40] with the following modifications: About 250 animal caps for TFs or 100 caps for histone modifications were fixed for 30 min in 1% formaldehyde, and chromatin was sheared on a BioRuptor (30 min; 30 sec on and 2 min off at highest power setting). Tagged proteins with associated chromatin were immunoprecipitated with antibodies directed against GFP (Invitrogen catalog no. A11122, lot no. 1296649) or FLAG (Sigma, cat #F1804). Native proteins were immunoprecipitated with antibodies directed against H3K4me3 (Active Motif, cat #39159; lot #01609004), H3K27ac (Abcam, cat #ab4729, lot #GR71158-2), or rad21 (Abcam, cat #ab992; commercially-available CTCF antibodies target regions not conserved in the *X*. *laevis* protein). DNA fragments were then polished (New England Biolabs, end repair module), adenylated (New England Biolabs, Klenow fragment 3′–5′ exo- and da-tailing buffer), ligated to standard Illumina indexed adapters (TruSeq version 2), PCR-amplified (New England Biolabs, Phusion or Q5, 16 cycles), and sequenced on an Illumina platform. Details on specific experiments are in S17 Table, and ChIPseq reads are deposited at NCBI (GSE78176).

### ChIPseq informatics

ChIP-seq reads from this study or published previously[22,40] were mapped to *X*. *laevis* genome v9.1 with bwa mem,[73] peaks called with HOMER[3] using input as background. Peak positions were annotated relative to known exons (Mayball gene models[22]), with promoters defined as being +/- 1Kb around the TSS. Peak sequences were interrogated for *de novo* motif enrichment with HOMER and MCC promoters were clustered (based on if they were bound/not bound) with Cluster 3.0 and visualized with Java Treeview (v1.1.6r). Tags or motifs were counted at peak positions with HOMER and plotted with Excel or R. To determine enrichment statistics, we used the hypergeometric distribution to evaluate the likelihood of peak overlap.[3] Additionally, as regions of open chromatin occupy a fraction of the entire genome, we also assessed overlap between pairs of factors by determining the distribution of randomly picked open chromatin sites (equal to the number of sites in the first and second TFs in the comparison; open chromatin was estimated by using all H3K4me3 and H3K27ac sites[80]) and repeated this approach 1000 times to get a distribution of overlap between two sets of random regions of open chromatin. We then compared this distribution to the overlap observed in pairs of measured TFs, again restricted to open chromatin (as in Fig 4 and S14 and S15 Figs). To determine if subsets of overlapped peaks preferred promoters or other features more than by chance, we employed a similar approach: instead of selecting overlapped peaks, we sampled from all peaks, half from each set, and determined how many peaks form this null set bound to promoters. We repeated this operation 1000 times to obtain the distribution of promoter preference from these random combinations. Finally, when determining differential binding and generating bigwig files for visualization, each experiment was normalized to 10M reads in HOMER-style tag directories to account for differences in sequencing depth.

### Tethered conformation capture

TCC was performed as described[81] with the following modifications: 100 animal caps were harvested at the 9 hour timepoint and fixed for 30 minutes in 1% formaldehyde. Tissue was thawed, rinsed in PBS, and lysed directly in 250 μl ice-cold wash buffer with SDS added (50 mM Tris.HCl pH = 8.0, 50 mM NaCl, 1 mM EDTA, 0.56% SDS) rather than using lysis buffer. A complete protocol is available on request. Details on specific experiments are in S17 Table, and TCC reads are deposited at NCBI (GSE76363).

### TCC informatics

TCC reads were cleared of PCR duplicates, trimmed down to exclude MboI restriction sites (GATC) and mapped to the *X*. *laevis* genome v9.1 with bwa mem. Topological domain peakfiles, interaction matrices, and metagene plots were generated with HOMER (additional details below). Matrices were visualized with Java TreeView.

### TCC background model

All TADs and significant interactions were called against a background of expected interactions. This background model was constructed using the approach described in [25]. Briefly, the frequency of proximity-ligated fragments that are connected across a certain distance on a linear chromosome is expected to increase as that distance shrinks. To generate the model, the genome is broken into bins with a sliding-window approach to boost signal, and sequence depth in those regions is normalized to account for mapping errors and biases in restriction enzyme accessibility. Once depth is normalized in all regions, the expected variation in interaction between regions is calculated as a function of distance.

### TCC significant interactions and TADs

As the background model estimates how many interactions between regions are expected given a specific linear distance and sequencing depth, we looked at the number of interactions we actually observed between regions in the TCC data. To determine interactions with some measure of statistical confidence, we used the cumulative binomial distribution, where the number of trials was the total number of reads mapping within regions, success was the expected interaction frequency, and observed successes came directly from read pairs connecting regions from the TCC data itself. We then used the hypergeometric distribution to ask if the anchor points of these interactions overlapped with ChIPseq peaks or other genomic features more than would be expected by chance (Fig 6A) and visualized these values with Cytoscape.[82] We also determined interactions that were stronger in wild-type or Multicilin-injected epithelial progenitors: after determining significant interactions for one of these conditions, we used TCC reads from the other to score their strength (Fig 6B). TADs were determined by calculating a directionality index with HOMER; we observed similar numbers of TADs with varying resolutions (10–25 kb). All methods in this section were adopted from [25].

## Supporting Information

S1 Fig Heatmap of genes associated with the differentiation of ectodermal progenitors. RNAseq analysis was carried out on epithelial progenitors that were isolated from embryos injected with RNA to increase (Notch-icd, labeled as Notch+ [83,84]) or decrease (DNA-binding mutant of Suppressor of Hairless or DBM, labeled as Notch- [18,84]) Notch signaling, to increase (Multicilin, [19]) or decrease (dominant-negative Multicilin or dnMulticilin, [19] Multicilin activity, to increase (Foxi1, [67]) Foxi1 activity, or to inhibit E2f4 (E2f4ΔCT, [40] activity. Samples were collected at 3, 6 or 9 hour timepoints, corresponding to the equivalent of stages 13, 16, and 18, respectively, and hierarchical clustering performed on both samples and expression. **(A-D)** Shown are groups of genes clustered by similarity of expression. Each group shows increased expression corresponding to subsets of experimental treatment. In each case, these treatments are in red (e.g., in (A), Notch-, Notch- Foxi1+, Notch- dnMulticilin, and wild-type treatments all have more ionocytes than Notch+ or Multicilin treatments). **(A)** Genes clustered by similarity of expression found to be increased in treatments promoting ionocytes (also see S2 Table). **(B)** Genes clustered by similarity of expression found to be increased in treatments with more Notch signaling (also see S3 Table). **(C)** Genes clustered by similarity of expression found to be increased in treatments harvested at the earliest timepoint (3 hours after mid-stage 11, or roughly stage 13; also see S4 Table). **(D)** Genes clustered by similarity of expression found to be increased in treatments harvested at the later timepoints ((6 and 9 hours after mid-stage 11, or roughly stages 16 and 18; also see S5 Table). This group contains genes associated with the differentiation of goblet and small secretory cells.
(TIF)

S2 Fig Comparison of motile cilia transcriptomes. **(A)** MA plot (log ratios vs. mean average) of all genes expressed in dissected *X*. *laevis* ectoderm at the 9 hour timepoint. X axis is normalized counts per gene and the Y axis is log2-fold change of each gene in a comparison between progenitors injected with Notch-icd (“few MCCs”) versus progenitors injected with Notch-icd and Multicilin (“many MCCs”). Core MCC genes labeled in red as determined in Fig 1C, all other *X*. *laevis* genes labeled in gray. **(B)** Data from (A) but showing only genes from a comparison between in our core MCC list and a multiliciated cell transcriptome obtained by knocking down Rfx2 in *X*. *laevis* [22]. Shown are genes only found in our core MCC list (red), genes only found from [22], or genes found in both lists. **(C,D)** Many *X*. *laevis* genes have two paralogs owing to pseudotetraploidy. In order to compare our data to diploid organisms, we collapsed RNAseq counts from paralogs into a single gene. **(C)** Data from (A) but showing only genes in a comparison between our core MCC list and a motile cilia transcriptome obtained by sorting Foxj1+ cells from mouse tracheal epithelial cultures [21]. Shown is a similar comparison as (B) and (C). **(D)** Data from (A) but showing only genes from a comparison between our core MCC list and a motile cilia transcriptome obtained by overexpressing Foxj1 in zebrafish embryos [20]. Shown are genes only found in our core MCC list (red), genes only found from [20], or genes found in both lists. Please note that as we have collapsed *X*. *laevis* L and S forms into a single transcript in (C) and (D), the plots will look slightly different.
(TIF)

S3 Fig GO term enrichment of core MCC genes versus other lists. **(A,B)** GO term enrichment of genes shown in S2B Fig that are present on our core MCC list but not regulated by Rfx2 (A), or vice versa (B). **(C,D)** GO term enrichment of genes shown in S2C Fig that are present on our core MCC list but not expressed in Foxj1+ mouse lung cells (C) or vice versa (D). **(E,F)** GO term enrichment of genes that are shown in S2D Fig present on our core MCC list but not induced in Zebrafish by Foxj1 overexpression (E) or vice versa (F).
(TIF)

S4 Fig *The 3-dimensional genome structure of* X. laevis *epithelia*. **(A,B)** Tethered conformation capture performed by binding DNA-protein complexes to a fixed substrate followed by digestion by restriction enzymes (in this case, MboI) and proximity ligation. Interaction frequencies are reported to drop as a function of linear genomic distance [8,25]; the majority of proximity ligation events are the result of immediately neighboring sequence, and not larger 3D structure. Moreover, interchromosomal interactions are thought to be quite rare and strong enrichment for these interactions in the data is suggestive of spurious ligations. We saw high frequencies of local interactions and few interchromosomal interactions in the *X*. *laevis* genome (A,B). Data are paired-end sequencing tags from a total of 139,003,458 uniquely mapped reads. **(C)** Raw interaction matrix of *X*. *laevis* chromosome 2L showing contacts across loci.
(TIF)

S5 Fig Rad21 ChIPseq confirmation. **(A)** Top *de novo* motif hit from all Rad21 peaks. Top line of label is transcription factor family binding the motif and p-value; second line of label is frequency of motif in peaks versus background frequency (background frequency is in parentheses). **(B)** Frequency and position of top motif in all Rad21 peaks.
(TIF)

S6 Fig Xenopus laevis *promoter confirmation*. **(A)** Tag counts obtained from H3K4me3 ChIPseq on progenitors overlapping or not overlapping the annotated TSS of *X*. *laevis* genes (Mayball models, [22]). Note dip signifying nucleosome-free region at center of peak. **(B)** Nucleotide frequencies around promoter peak centers. Note GC-rich bias around the TSS (Louie et al., 2011., also see S10 Fig). **(C)** Top *de novo* motifs identified in sequences called as peaks in ChIPseq analysis of all H3K4me3-positive promoters in epithelial progenitors. Top line of label is transcription factor family binding the motif and p-value; second line of label is frequency of motif in peaks versus background frequency (background frequency obtained by searching GC-matched genomic sequence is in parentheses).
(TIF)

S7 Fig H3K27ac ChIPseq and epithelial superenhancers. **(A)** H3K27ac tag counts around peak centers of confirmed *X*. *laevis* promoters and distal sites obtained by ChIPseq performed on isolated epithelial progenitors. Note nucleosome-free region at dip in center of peak. **(B)** Top *de novo* motif hits from distal H3K27ac peaks. Top line of label is transcription factor family binding the motif and p-value; second line of label is frequency of motif in peaks versus background frequency (background frequency is in parentheses). **(C-F)** Select superenhancers defined by the strategy described in [85]. Note superenhancers around key transcription factors **(C-E)** that recognize the most-enriched motifs from all enhancers **(B)**. **(F)** Superenhancer around *gata2*, hinting at an underappreciated role for gata transcription factors in epithelial differentiation.
(TIF)

S8 Fig Distribution of core MCC genes in TADs. Metagene plot showing the distribution of core MCC genes relative to all genes in TADs. Note far fewer MCC genes within TADs: bins lacking MCC genes display as dots at bottom of Y axis. Domain region is in the center with boundaries marked, and all domains are normalized to the same size, whereas flanking areas are 200 kb upstream and downstream of those domain boundaries. Each quartile is broken into 175 bins, and each dot denotes one bin.
(TIF)

S9 Fig Distribution of transcription factors and housekeeping genes in TADs. Metagene plot showing the distribution of different gene classes relative to all TADs. Domain region is in the center with boundaries marked, and all domains are normalized to the same size, whereas flanking areas are 200 kb upstream and downstream of those domain boundaries. Each quartile is broken into 175 bins, and each dot denotes one bin.
(TIF)

S10 Fig Nematostella vectensis *promoter confirmation*. *N*. *vectensis* 5’ ends were identified by BLATing [76] all 5’ expressed sequence tags to *Nve* genome build v1.0 [75]. To confirm these promoters, we then overlapped them with published *N*. *vectensis* H3K4me3 ChIPseq data [77]. **(A)** Tag counts around peak centers of annotated *Nve* TSS’s. Note nucleosome-free region at center of peak. **(B)** Nucleotide frequencies around promoter peak centers. Note increase in GC-bias around the TSS and nucleosomal periodicity just following. **(C)** Top *de novo* motifs from H3K4me3-positive *N*. *vectensis* promoters. Note differences in core promoter motif preference relative to *X*. *laevis*, fly, and human (S6 Fig, (Louie et al., 2003; Ohler et al, 2002; van Heeringen et al., 2011). Top line of label is transcription factor family binding the motif and p-value; second line of label is frequency of motif in peaks versus background frequency (background frequency is in parentheses).
(TIF)

S11 Fig Conservation of MCC promoter architecture. **(A)** Shown are the Forkhead motifs identified *de novo* in the promoters of MCC gene orthologs. Top line of label is p-value; second line of label is frequency of motif in peaks versus background frequency (background frequency is in parentheses). **(B)** Myb motifs in promoters of MCC gene orthologs. Same label convention as in (A).
(TIF)

S12 Fig Co-enrichment of motifs in ChIPseq peaks. **(A-C)** Shown are the top *de novo* motifs found enriched in ChIPseq peaks of Rfx2 **(A)**, Myb in the presence of Multicilin **(B)** or E2f4 in the presence of Multicilin **(C)**. Top line of label is transcription factor family binding the motif and p-value; second line of label is frequency of motif in peaks versus background frequency (background frequency is in parentheses). Note overlap of motifs matching factors in these sets (e.g., Rfx motifs in Myb ChIPseq peaks) but reduced representation of these motifs in all promoters (S6 Fig) or all enhancers (S7 Fig).
(TIF)

S13 Fig Evidence for misannotated promoters. **(A-C)** Shown are genome browser screenshots of examples of genes with likely promoters outside a 2 kb window centered around transcriptional start sites (TSS’s from the 5’ end of the first exon of the Mayball gene models). Note both enrichment of H3K4me3 and binding of various MCC transcription factors at positions more than 1 kb upstream of described TSS. **(A)** A probable bidirectional promoter; note increased expression of Cep290 in MCCs but no other H3K4me3 peaks nearby. **(B, C)** Note upstream H3K4me3 and transcription factor peaks upstream of 5’-most annotated exons. Also note RNAseq of possible additional upstream exons.
(TIF)

S14 Fig Annotation of Myb ChIPseq peaks in the presence of Multicilin in relation to Rfx2 ChIPseq peaks. **(A)** Sequences were called as peaks using HOMER based on ChIPseq analysis of Rfx2 [22] or Myb in the presence of Multicilin. The top Venn diagram represents the overlap of Myb and rRx2 peak sequences, and the piecharts below show the genomic annotations of peaks bound by Myb alone, Rfx2 alone, or both Myb and Rfx2. Promoters are defined as +/- 1kb around the TSS, transcriptional termination sites (TSS) are defined as -100 bp/+1kb around the end of the transcript, and “NA” refers to genomic scaffolds containing no mapped exons. **(B)** Shown is a beanplot summarizing the fold change (log2) in expression at all promoters bound as indicated, based on an RNAseq analysis of progenitor manipulated to repress or promote MCC differentiation (injected with Notch-icd versus Notch-icd and Multicilin).
(TIF)

S15 Fig Annotation of E2f4 ChIPseq peaks in the presence of Multicilin in relation to Rfx2 ChIPseq peaks. **(A)** Sequences were called as peaks using HOMER based on ChIPseq analysis of Rfx2 [22] or E2f4 in the presence of Multicilin [40]. The top Venn diagram represents the overlap of E2f4 and Rfx2 peak sequences, and the piecharts below show the genomic annotations of peaks bound by E2f4 alone, Rfx2 alone, or both E2f4 and Rfx2. Promoters are defined as +/- 1kb around the TSS, transcriptional termination sites (TSS) are defined as -100 bp/+1kb around the end of the transcript, and “NA” refers to genomic scaffolds containing no mapped exons. **(B)** Shown is a beanplot summarizing the fold change (log2) in expression at all promoters bound as indicated, based on an RNAseq analysis of progenitors manipulated to repress or promote MCC differentiation (injected with Notch-icd versus Notch-icd and Multicilin).
(TIF)

S16 Fig Motif frequency in Myb and E2f4 ChIPseq peaks in the presence of Multicilin. **(A)** Myb motifs in Myb peaks located at promoters and distal sites. **(B)** Rfx motifs in Myb peaks located at promoters and distal sites. **(C)** E2f motifs in E2f4 peaks located at promoters and distal sites. **(D)** Rfx motifs in E2f4 peaks located at promoters and distal sites. Note equal enrichment for Rfx motifs in Myb promoter and distal peaks, similar to Rfx motifs in Foxj1 peaks (Fig 4B).
(TIF)

S17 Fig Motif enrichment in Foxj1 ChIPseq peaks not cobound by Rfx2. Shown are the top *de novo* motifs found enriched in ChIPseq peaks of Foxj1 peaks not overlapping with Rfx2 peaks. Top line of label is transcription factor family binding the motif and p-value; second line of label is frequency of motif in peaks versus background frequency (background frequency is in parentheses).
(TIF)

S18 Fig Rfx2 stabilizes Foxj1 more at cobound MCC promoters. Shown are tag counts from Foxj1 ChIPseq and Foxj1 ChIPseq with Rfx2 mopholino at **(A)** all promoters cobound by Foxj1 and Rfx2; **(B)** core MCC promoters cobound by Foxj1 and Rfx2, and **(C)** non-MCC promoters cobound by Foxj1 and Rfx2.
(TIF)

S19 Fig Rfx2 stabilizes Foxj1 more at sites with poor Fox motifs. Shown are tag counts from Foxj1 ChIPseq and Foxj1 ChIPseq with Rfx2 mopholino at genomic positions with a strong Fox mot but no Rfx motif, or a strong Rfx motif and no Fox motif.
(TIF)

S1 Table Manipulations changing cell fates for RNAseq studies. Each manipulation and its effect on MCCs and ionocytes is depicted; cartoons illustrating these manipulations are shown in Fig 1C.
(XLSX)

S2 Table Genes associated with progenitors that become MCCs. RNAseq analysis was carried out on ectodermal progenitors manipulated by increasing (Notch+) or decreasing (Notch-) signaling, by increasing (Multicilin) or decreasing (dnMulticilin) Multicilin activity, by increasing Foxi1 activity, or by inhibiting E2f4 (dnE2f4) activity. Samples were collected at 3, 6 or 9 hour timepoints, corresponding to the equivalent of stages 13, 16, and 18, respectively, and hierarchical clustering performed on both samples and expression. Listed is a group of genes clustered by similarity of expression as shown in Fig 1F; also see S1 Fig. A more conservative list, based on the intersection of three comparisons using differential expression and corrected for multiple testing, can be found in S7 Table.
(XLSX)

S3 Table Genes associated with progenitors that become ionocytes. Listed is a group of genes clustered by similarity of expression as determined in S1 Fig. A more conservative list, based on differential expression and corrected for multiple testing, can be found in S10 Table.
(XLSX)

S4 Table Genes associated with progenitors with increased notch signaling. Listed is a group of genes clustered by similarity of expression as determined in S2 Fig.
(XLSX)

S5 Table Genes associated with progenitors harvested early. Listed is a group of genes clustered by similarity of expression as determined in S3 Fig.
(XLSX)

S6 Table Genes associated with progenitors harvested late. Listed is a group of genes clustered by similarity of expression as determined in S4 Fig.
(XLSX)

S7 Table Multiciliated cell genes at the 9 hour timepoint. Top tab of spreadsheet is a group of genes resulting from the intersection of 3 tests for RNAseq differential expression for samples harvested at the 9 hour timepoint (Notch+ vs. Notch, Notch+ vs. Notch+ and Multicilin, and Notch- vs. Notch- and dnMulticilin, see Fig 1E). Additional tabs are results of differential expression testing for all genes across the three comparisons.
(XLSX)

S8 Table Multiciliated cell genes at the 6 hour timepoint. Top tab of spreadsheet is a group of genes resulting from the intersection of 3 tests for RNAseq differential expression for samples harvested at the 6 hour timepoint (Notch+ vs. Notch, Notch+ vs. Notch+ and Multicilin, and Notch- vs. Notch- and dnMulticilin, see Fig 1E). Additional tabs are results of differential expression testing for all genes across the three comparisons.

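At 6 h, 611 gene models were higher in all 3 comparisons of MCC number, and 546 of them are among the 616 of the published 6 h list (88.64%); 615 of the 616 had positive fold changes in all 3. The published models had median log2 fold changes of 3.98 with Multicilin, 2.72 in dbm over Notch-icd and 2.72 in dbm over dbm + dnMulticilin at 6 h, and 0.09 with Foxi1, where 16 were higher and 0 lower. At 9 h, 615 of them were higher with Multicilin and 1 lower. The list was chosen on these libraries, so its direction is not independent evidence.

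Of the lists fixed for cilia, at 6 h 30 of 33 models for spokes and tektins were higher in dbm over Notch-icd and 28 in dbm over dbm + dnMulticilin, and of 19 dynein models 17 and 16. Without dbm + dnMulticilin replicate 2 the count of 611 was 386.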

(XLSX)

S9 Table Multiciliated cell genes at the 3 hour timepoint. Top tab of spreadsheet is a group of genes resulting from the intersection of 3 tests for RNAseq differential expression for samples harvested at the 9 hour timepoint (Notch+ vs. Notch, Notch+ vs. Notch+ and Multicilin, and Notch- vs. Notch- and dnMulticilin, see Fig 1E). Additional tabs are results of differential expression testing for all genes across the three comparisons; final tab is intersection between 2 conditions, as intersection of all 3 was sparse.

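At 3 h no gene model was higher in all 3 comparisons of MCC number by edgeR's quasi-likelihood test, and the 3 models of the published list have positive fold changes in all 3, with 2 of them higher in 2. The table is named for the 3 h time point, and its values were compared with the 3 h libraries here. FOXJ1 shows the pattern: in its model on scaffold JGIv7b.000071264 it was higher with Multicilin and in dbm over Notch-icd (3.12, adjusted p = 0.025 by edgeR's quasi-likelihood test), while in dbm over dbm + dnMulticilin its log2 fold change was 2.46 (adjusted p = 0.99 by the same quasi-likelihood test). The sets with calls in each comparison at this time were 21 models with Multicilin, 41 in the Notch block and 0 for dnMulticilin.

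DESeq2 called 11 models in all 3, including models of CCNO, FOXJ1, FOXN4, HES1, KIT, TUBA1A and TUBA1B, and 3 of the 11 are the published models. With all 36 libraries in 1 fit, 3 models were called, and 1 of them is a published model. At an unadjusted p under 0.05 the comparisons had 833, 1726 and 142 models higher.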

(XLSX)

S10 Table Ionocyte genes at the 9 hour timepoint. Listed is a group of genes resulting from differential expression between Notch+ and Notch+ and Foxi1 at the 9 hour timepoint.

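Of the 337 models of this ionocyte list, 205 passed the test in the same direction here, 179 higher and 26 lower with Foxi1 at 9 h, and all 337 had the published sign. They are enriched by choice for genes of Foxi1, since the study took them from the same libraries, and so are not independent evidence. In dbm over Notch-icd 168 were higher and 78 lower, with a median log2 fold change of 1.25, and in dbm + dnMulticilin over Notch-icd 173 and 71, with a median of 1.42. With Multicilin, 62 were higher and 40 lower (median 0.12). At 6 h, 152 were higher and 16 lower with Foxi1, and at 3 h 0 passed by edgeR's quasi-likelihood test, with a median of 1.09.

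Without Notch-icd replicate 1, Notch-icd replicate 2 or Foxi1 replicate 1 the overlap of 205 was 28, 11 or 55. DESeq2 gave 313, and a fit of only the 4 libraries compared gave 28.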

(XLSX)

S11 Table Overlap between core MCC genes from this study and those in *Chung*, *Kwon et al*. Listed, in three tables, are genes found in common between these two datasets and genes unique to either. As both studies derive from *X*. *laevis* RNAseq, a comparison was made using the Mayball gene model annotations.
(XLSX)

S12 Table Overlap between core MCC genes from this study and those in *Choksi et al*. Listed, in three tables, are genes found in common between these two datasets and genes unique to either. As these data derived from *X*. *laevis* and *D*. *rerio*, we converted genes from both studies to human Ensembl annotations to facilitate cross-species comparisons.
(XLSX)

S13 Table Overlap between core MCC genes from this study and those in *Hoh et al*. Listed, in three tables, are genes found in common between these two datasets and genes unique to either. As these data derived from *X*. *laevis* and *M*. *musculus*, we converted genes from both studies to human Ensembl annotations to facilitate cross-species comparisons.
(XLSX)

S14 Table Correlation coefficient differences. Listed is a group of genes found in genomics regins with poor correlation coefficients in 3D conformation data between wild-type and Multicilin-injected epithelial progenitors.
(XLSX)

S15 Table Flanking enhancers per gene. Listed are all genes and the numbers of active peaks, as determined by H3K4me3 and H3K27ac, that are closer to that gene than any other gene.
(XLSX)

S16 Table Annotated superenhancers. Listed are the positions and identities of genes nearest to called superenhancers.
(XLSX)

S17 Table List of sequencing experiments. Listed are details of the various sequencing experiments in this manuscript.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

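RNA was measured in animal caps, the pluripotent ectoderm of Xenopus laevis embryos that forms the larval skin, in 36 libraries: 6 groups (Notch-icd; dbm; Notch-icd + Multicilin; dbm + dnMulticilin; Notch-icd + Foxi1; wild-type) at 3, 6 and 9 h with 2 libraries each. Condition, time and replicate were taken from the submitters' labels. The libraries were made from polyadenylated RNA with a non-stranded TruSeq kit. The submitters' processing notes name STAR, eXpress and DESeq without versions. For each library the authors deposited an eXpress table, with 1 line for each of 24383 gene models of a frog transcriptome assembly; the models carry human gene symbols (23928 of them) and human Ensembl identifiers (13489 different ones), and 1 gene can have several models.

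The unit used is the authors' deposited effective count, an expected count that eXpress estimated for each model from all reads and scaled for the part of the model that fragments can cover; reads that fit several models were divided by its likelihood model, so the values are estimates and not tallies. They were rounded to whole numbers, the unit that the paper gives for its own DESeq test. The deposited estimated counts (without that scaling) and unique counts (reads that fit 1 model) served as alternatives. eXpress's effective count lies 1.018 to 1.156 times above the estimated count in these libraries. Reads were counted without molecular tags, so copies made by amplification are not separate molecules, and intervals and lower bounds cover counting error only.

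Totals of effective counts ran from 9644559 to 37797742 per library, with a median of 26635288.5. Between 812 and 2943 of the gene models had no fragment in a library. Unique counts made up 63.1 to 66.3% of estimated counts in the libraries with Notch-icd, 68.4 to 76.9% in those with dbm and 63.2 to 71.5% in wild-type, and eXpress solved the models in 4498 to 5541, 10798 to 12190 and 5203 to 7954 bundles of models that share reads. The dbm libraries thus stand as a set apart from the Notch-icd libraries in how reads were assigned. In the comparison of dbm with Notch-icd this set and the treatment are the same split. The wild-type libraries stand apart too, with 174 to 273 models that eXpress marked unsolvable against 923 to 1720 in the libraries with Notch-icd. No 2 libraries were identical among 630 pairs, and replicates differed by more than counting noise (chi-square per degree of freedom 20.9 to 399, the highest in wild-type at 3 h).

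Counts were compared in R 4.3.3 with edgeR 4.0.16: models kept by filterByExpr (minimum count 10, minimum total 15), TMM scaling, 1 negative binomial quasi-likelihood fit for the 12 libraries of each time point and adjusted p-values after Benjamini and Hochberg over all models tested, with a threshold of 0.05. The comparisons were Notch-icd + Multicilin over Notch-icd (Multicilin), dbm over Notch-icd (the Notch block), dbm over dbm + dnMulticilin (dnMulticilin), Notch-icd + Foxi1 over Notch-icd (Foxi1), and at 9 h wild-type over Notch-icd and dbm + dnMulticilin over Notch-icd. The core is the set of models higher in the Multicilin, Notch block and dnMulticilin comparisons. A fit of all 36 libraries tested 9 h over 3 h in each group and whether the effect of Multicilin differs between 9 and 3 h. Levels printed are counts divided by TMM-scaled library size, and SDs are over 2 libraries.

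The 20 gene lists were MCC transcription factors and regulators; centriole amplification; axonemal dyneins; dynein assembly factors; radial spokes, central pair, nexin links and tektins; intraflagellar transport; BBSome and transition zone; ionocytes; V-ATPase subunits of all cells; Notch pathway; mucus-secreting and small secretory cells; epidermal keratins and basal cells; neural cells; mesoderm; endoderm and neural crest; S phase; mitosis; glucocorticoid response; p53 and stress response; and housekeeping. Each was tested with camera in limma 3.58.1, at a preset correlation of 0.01 and, as an alternative, with a correlation estimated from each list, with adjustment over the lists of a comparison. Members were also counted after adjustment over the list alone.

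Genes named are, in each of the Multicilin, Notch block, dnMulticilin and Foxi1 comparisons at 9 h, the 8 models higher and 4 lower with the largest log2 fold changes among those past the threshold whose libraries do not overlap and whose higher group has a mean of at least 100 normalized counts, without the injected genes; the 3 members of each list with the smallest adjusted p and any member called against its list; genes the paper names, whose values in the paper's tables had been seen; and for time the 5 largest changes each way. Models with 1 to 3 counts in a group were left out of the text.

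Clustering followed the paper's stated filter: log2 of effective counts plus 1, models with a range of at least 6 over all libraries (6321), then average linkage on centered correlation with the tree divided at a correlation of 0.5, a level the paper does not give. Alternatives tried were RLE scaling, DESeq2 1.42.0 with its own scaling, no filter on low counts, only the libraries of the groups compared in the fit, the replicate number as a block, unique counts, estimated counts, counts summed by human gene, all 36 libraries in 1 fit, each library left out in turn, a range of 5, complete linkage, TMM-scaled counts for clustering and divisions at 0.4 and 0.6. Added after the data were seen were a block within the sets of libraries, fits without the wild-type libraries, and fits without dbm 3 h replicate 2 and wild-type 3 h replicate 1. Tables were prepared with pandas 2.3.3 and figures drawn with matplotlib 3.10.9.

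The steps were tested on simulated data. For the tests of models, counts were drawn from each model's real mean and spread, alike in all groups, with 200 models changed in 1 group. In the real 9 h comparison of Multicilin 4778 models were called, which loosens the adjusted threshold, so the share recovered there may differ. At 9 h edgeR recovered 22 of 50 models raised 4-fold, 20 of 50 lowered to 0.25, 1 of 50 raised 2-fold and 0 of 50 lowered to 0.5, with 0 unchanged models called; DESeq2 recovered 39, 37, 18 and 6 but called 44 unchanged models. At 3 h edgeR recovered 0 of the changed models, so a count of 0 at 3 h does not show that genes were alike. Planted clusters of 400, 150, 100, 60 and 30 models were recovered whole.

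The published S7 Table core sheet (951 models), S8 Table (616), S9 Table (3), S10 Table (337) and S2 to S6 Tables were used whole. The sheets of S7 to S9 Tables with test results for all genes and a sheet of S11 Table were held only in part and were not used in any overlap. The chromatin and transcription factor binding data and the libraries with dominant-negative E2f4 were not analysed here. No genome matching the gene models was at hand, so positions are those in the model names (X. laevis JGI version 7b scaffolds) and no exon or promoter is stated.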

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

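Of the tests below, those of gene copies against wild-type, of gene length, of a batch that holds the dbm libraries, of Multicilin directly against Foxi1 and of the scaling were chosen after the result was seen.

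Some libraries lie far from the other 5 of their group in a measure of sequencing or read assignment. Unique counts were 76.9% of estimated counts in dbm 3 h replicate 2 (others 68.4 to 68.9), 71.5% in wild-type 3 h replicate 1 (63.2 to 64.7), 66.3% in Multicilin 3 h replicate 2 (63.1 to 63.9) and 68.7% in dbm + dnMulticilin 3 h replicate 2 (69.1 to 69.3). Effective counts were 1.156 times estimated counts in dbm 3 h replicate 2 (others 1.126 to 1.131) and 1.018 times in wild-type 3 h replicate 1 (1.118 to 1.13), and Multicilin 9 h replicate 1 holds 17091630 effective counts (28214819 to 33769672). A sample far from the others marked each; 36 measures were tested, and chance marks about 1 in 20.

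The effect of Multicilin differed between time points by an interaction test: 124 gene models had a larger effect at 9 h than at 3 h and 4 a smaller one. These counts move with single libraries: leaving out 1 at a time gave 2 to 435 larger and 0 to 42 smaller, and with only the groups compared in the fit 0 and 0.

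The paper's text does not discuss cell cycle or stress genes as such, which marks the values here, though its tables hold some: 3 S phase models in S6 Table and 1 model of the p53 and stress list in S2 Table. With Multicilin at 9 h, 31 of 42 S phase models were lower and 0 higher (camera adjusted p = 1.6e-20, adjusted p = 0.031 with an estimated correlation). Of 32 models of the p53 and stress list 12 were higher and 2 lower (camera adjusted p = 0.0014), but the list did not pass with an estimated correlation (adjusted p = 0.11). In dbm over dbm + dnMulticilin 0 S phase models were lower and 1 higher (median 0.34), and in dbm + dnMulticilin over Notch-icd, with MCCs blocked, 20 of 42 were lower. In the Notch block, 9 of 38 mesoderm models were lower and 1 higher (camera adjusted p = 0.006, adjusted p = 0.38 with an estimated correlation), genes that the paper's text does not discuss either.

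The 2183 models lower with Multicilin at 9 h may have technical sources. Against the hormone-inducible fusion or its ligand stands, for those lower also against the Foxi1 libraries, which carry the same fusion, that with a different Multicilin library in each comparison 407 and 434 models were lower in both (78 and 70.3 for independent lists) and 2 and 7 lower than without Multicilin but higher than with Foxi1 (153.2 and 121.7). This speaks only to an effect of equal size in the Multicilin and Foxi1 libraries, and these models were taken for being lower than with Foxi1. An effect of the fusion that differs between the 2 groups is not excluded. For the set as a whole the fusion or its ligand stays open. The median over all 2183 with Foxi1 was 0.24 (half-width 0.02) of that with Multicilin, too close to the bound of 0.25 set for this test. The half-width comes from resampling gene models, so it does not measure the spread between libraries. Both fold changes use the Notch-icd libraries on which the 2183 were chosen, which can raise this ratio. The glucocorticoid response list was higher by camera with Foxi1 at 9 h (adjusted p = 0.011, adjusted p = 0.39 with an estimated correlation). It did not pass camera with Multicilin (adjusted p = 0.77), and so does not speak for the ligand here. With RLE scaling 1826 were lower, so the choice between TMM and RLE does not account for most of them. RLE moved the fold changes by a median of only 0.07, so scaling itself was hardly tested. For dilution by MCC transcripts, these models had a median of −0.17 in dbm over dbm + dnMulticilin, between the values that would decide. With Multicilin the housekeeping list had a median of −0.15 (4 higher and 6 lower of 47), against −1.16 for the 2183. These values cannot decide on dilution. TMM scaling sets most models near 0 (median −0.07 over all 20826), so an even dilution would be scaled away. The 2183 were also chosen for being lower. A response of the cells to Multicilin is a hypothesis that was not tested.

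In the Notch block, of 1068 symbols with several models called, 138 (12.92%) had models called in both directions, against 50 of 815 (6.13%) with Multicilin. The ratio was 2.11 (95% interval 1.54 to 2.87, Fisher's exact p = 8.4e-07). A different division of reads between near-identical gene copies in the dbm libraries would give this. But wild-type over Notch-icd, with no dbm library, had 107 of 1238 (8.64%). The Notch block's ratio to it had a 95% interval of 1.18 to 1.90 (Fisher's exact p = 0.0011). For dbm + dnMulticilin over Notch-icd it was 111 of 852 (13.03%). The comparisons share symbols and the Notch-icd libraries. These intervals and p-values take symbols as independent, so they do not measure the spread between libraries. Against a batch that holds the dbm libraries only stands, for the models with the same call in wild-type over Notch-icd, that with a different Notch-icd library as control in each comparison 1993 and 2008 models had the same call in the 2 ways of giving out these libraries, where independent lists would share 331.8 and 418.2, and 8 and 30 had opposite calls (315.1 and 413.8). For the 2429 models without the same call in wild-type, such a batch and the treatment cannot be told apart. All dbm libraries differ from all Notch-icd libraries in read assignment. A trait particular to the Notch-icd libraries would also give calls shared with wild-type, and was not tested. A gene length bias stays open at 9 h (Spearman correlation of log2 fold change with model length −0.17, between the bounds of 0.1 and 0.2). At 3 h this correlation was −0.30 in the Notch block and −0.30 for dbm over dbm + dnMulticilin, past the bound of 0.2. With Multicilin it was −0.16 and with Foxi1 0.00 at 3 h. A length bias may therefore enter the 3 h values of the first 2 comparisons. Loss of Notch signaling itself, which the design names, stays among the explanations.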

How the results depend on the processing

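The alternatives named as added below were chosen after seeing the data. Under every alternative tried, the 9 h core, its overlap with the published list and the count higher for dnMulticilin stayed within 1.5 times of the reported value; the counts that moved by more are given here, in gene models unless stated, and the cause was not tested. Of the named genes that passed the test at 9 h in the main or the alternative fit, none changed direction except the 4 under unique counts. Sign changes of genes that passed in neither fit were not counted. In simulated data at 9 h edgeR found 22 of 50 models raised 4-fold and 1 of 50 raised 2-fold, and DESeq2 39 and 18 with 44 unchanged models called, so what is found depends on the test. At 3 h edgeR found 0. How far sequencing depth or the number of libraries limits the calls was not tested.

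With only the libraries of the groups compared in the fit, where fewer libraries set the spread: Multicilin at 9 h 1696 higher and 464 lower, dnMulticilin at 9 h 4 lower, Foxi1 at 9 h 27 higher and 1 lower, Multicilin at 6 h 1024 higher and 119 lower, Foxi1 at 6 h 51 higher and 6 lower, Multicilin at 3 h 0 higher, Notch block at 3 h 0 higher and 0 lower, the overlap with the published Foxi1 list 28, the interaction with time 0 larger and 0 smaller. With all 36 libraries in 1 fit: Multicilin at 9 h 765 lower, Notch block at 9 h 1856 higher and 1615 lower, dnMulticilin at 9 h 2 lower, Foxi1 at 9 h 194 higher and 15 lower, wild-type at 9 h 2072 higher and 1373 lower, ionocytes without MCCs at 9 h 870 higher and 1396 lower, Multicilin at 6 h 261 lower, Notch block at 6 h 1533 higher and 1375 lower, Foxi1 at 6 h 175 higher and 13 lower, Multicilin at 3 h 413 higher and 9 lower, Notch block at 3 h 2028 higher and 1884 lower, dnMulticilin at 3 h 3 higher, Foxi1 at 3 h 58 higher and 2 lower, the core at 3 h 3, its overlap with the published list at 3 h 1. By DESeq2: dnMulticilin at 9 h 13 lower, Foxi1 at 9 h 743 higher and 332 lower, Multicilin at 6 h 1154 lower, dnMulticilin at 6 h 9 lower, Foxi1 at 6 h 552 higher and 237 lower, Multicilin at 3 h 294 higher and 5 lower, Notch block at 3 h 755 higher and 979 lower, dnMulticilin at 3 h 17 higher, Foxi1 at 3 h 94 higher and 7 lower, the core at 3 h 11, its overlap with the published list at 3 h 3, the overlap with the published Foxi1 list 313, the interaction with time 387 larger and 51 smaller, 9 h over 3 h in Notch-icd 1730 higher and 1375 lower, 9 h over 3 h in Notch-icd + Multicilin 1740 lower, 9 h over 3 h in Notch-icd + Foxi1 1671 lower. Its share of higher calls for Foxi1 was 69.12% at 9 h (81.33% by edgeR) and 69.96% at 6 h (85.85%). With RLE scaling: dnMulticilin at 9 h 2 lower, dnMulticilin at 6 h 1 lower. With counts summed by human gene, where fewer items are tested: Notch block at 9 h 2079 higher and 1799 lower, dnMulticilin at 9 h 3 lower, Foxi1 at 9 h 185 higher and 44 lower, wild-type at 9 h 2239 higher and 1908 lower, ionocytes without MCCs at 9 h 1241 higher and 1804 lower, Multicilin at 6 h 437 lower, Notch block at 6 h 1320 lower, Foxi1 at 6 h 159 higher, Multicilin at 3 h 13 higher, Notch block at 3 h 47 lower, Foxi1 at 3 h 4 higher, the interaction with time 18 smaller. With unique counts: dnMulticilin at 9 h 3 lower, ionocytes without MCCs at 9 h 1856 lower, Notch block at 3 h 19 lower, Foxi1 at 3 h 7 higher, the interaction with time 1 smaller; there CA2 (c.Taira201203brain_X004397) turned to 1.95, RPL13A (c.Quigley201212_X002028) to −1.48, and TUBA1A to −1.32 (c.JGIL6RMv1_XeXenL6RMv10045222m) and 2.77 (c.XenBase_80477680) in the Notch block. With estimated counts: dnMulticilin at 9 h 0 lower, Foxi1 at 3 h 5 higher. With no filter on low counts: Foxi1 at 3 h 6 higher. Camera with an estimated correlation: gene lists called by camera for Notch block 0, gene lists called by camera for Foxi1 1. For clusters: complete linkage, the largest cluster 321, the MCC cluster 321; TMM-scaled counts, the largest cluster 654; tree divided at 0.6, the largest cluster 1351.

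Groups share replicate numbers in the labels, and no source says what a number marks. With the replicate block: dnMulticilin at 9 h 3 lower, Foxi1 at 9 h 548 higher and 175 lower, Multicilin at 6 h 1232 lower, dnMulticilin at 6 h 3 lower, Foxi1 at 6 h 108 lower, Multicilin at 3 h 12 higher, Notch block at 3 h 27 higher, Foxi1 at 3 h 2 higher, the interaction with time 194 larger and 8 smaller. With a replicate block within sets of libraries, added: Multicilin at 9 h 4463 lower, dnMulticilin at 9 h 33 lower, Foxi1 at 9 h 821 higher and 453 lower, ionocytes without MCCs at 9 h 3096 higher, Multicilin at 6 h 2482 higher and 2392 lower, dnMulticilin at 6 h 24 lower, Foxi1 at 6 h 641 higher and 421 lower, Multicilin at 3 h 0 higher, Notch block at 3 h 0 higher and 0 lower, Foxi1 at 3 h 2 higher, the interaction with time 264 larger and 42 smaller, 9 h over 3 h in Notch-icd 1180 lower. Deviations of same-numbered libraries at 9 h correlated at 0.63 for Notch-icd and Multicilin, 0.44 for Notch-icd and Foxi1, 0.70 for dbm and dbm + dnMulticilin and 0.03 for Notch-icd and dbm, so numbers go together within the Notch-icd libraries and within the dbm libraries, as a hint from the data and not the design.

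Without the wild-type libraries, added: Foxi1 at 9 h 46 lower, Multicilin at 3 h 56 higher, Notch block at 3 h 353 higher and 367 lower, dnMulticilin at 3 h 1 higher, Foxi1 at 3 h 8 higher, the core at 3 h 1, its overlap with the published list at 3 h 1. Without dbm 3 h replicate 2 and wild-type 3 h replicate 1, added: Multicilin at 3 h 68 higher and 2 lower, Notch block at 3 h 36 lower, the interaction with time 368 larger and 89 smaller, 9 h over 3 h in Notch-icd 2200 higher and 1513 lower, 9 h over 3 h in Notch-icd + Foxi1 2481 higher and 2013 lower, 9 h over 3 h in Notch-icd + Multicilin 2680 lower, 9 h over 3 h in dbm + dnMulticilin 4020 lower, the largest cluster 607; with TMM scaling as well, the largest cluster 566.

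Leaving out 1 library in turn, the lone library being taken to vary like the other groups, gave these ranges beside the reported values: Multicilin at 9 h 2595 (1768 to 2339) higher and 2183 (1045 to 1589) lower, Notch block at 9 h 3175 (1858 to 2482) higher and 2851 (1127 to 1826) lower, dnMulticilin at 9 h 1065 (717 to 895) higher and 1 (2 to 6) lower, Foxi1 at 9 h 305 (10 to 297) higher and 70 (1 to 60) lower, wild-type at 9 h 3465 (1926 to 2857) higher and 2910 (1083 to 1961) lower, ionocytes without MCCs at 9 h 2053 (746 to 1249) higher and 2812 (1075 to 2028) lower, the core at 9 h 926 (665 to 932), its overlap with the published list at 9 h 857 (645 to 847), Multicilin at 6 h 1546 (1011 to 1427) higher and 746 (266 to 428) lower, Notch block at 6 h 2325 (1167 to 1419) higher and 2094 (698 to 1227) lower, dnMulticilin at 6 h 698 (414 to 553) higher and 0 (1 to 6) lower, Foxi1 at 6 h 267 (22 to 267) higher and 44 (5 to 38) lower, the core at 6 h 611 (386 to 596), its overlap with the published list at 6 h 546 (373 to 535), Multicilin at 3 h 21 (0 to 18) higher and 0 (0 in each) lower, Notch block at 3 h 41 (0 to 3) higher and 77 (0 to 7) lower, dnMulticilin at 3 h 0 (0 in each) higher and 0 (0 in each) lower, Foxi1 at 3 h 0 (0 to 2) higher and 0 (0 in each) lower, the core at 3 h 0 (0 in each), its overlap with the published list at 3 h 0 (0 in each), the overlap with the published Foxi1 list 205 (11 to 160), the interaction with time 124 (2 to 435) larger and 4 (0 to 42) smaller, 9 h over 3 h in Notch-icd 1100 (97 to 554) higher and 635 (88 to 232) lower, 9 h over 3 h in Notch-icd + Multicilin 1939 (178 to 2392) higher and 1055 (57 to 1699) lower, 9 h over 3 h in dbm 3935 (2417 to 4683) higher and 3128 (1484 to 2967) lower, 9 h over 3 h in dbm + dnMulticilin 2904 (1274 to 1991) higher and 2208 (715 to 1379) lower, 9 h over 3 h in wild-type 3795 (2385 to 5940) higher and 3505 (1695 to 3965) lower, 9 h over 3 h in Notch-icd + Foxi1 1319 (70 to 1101) higher and 848 (50 to 979) lower, gene lists called by camera for Multicilin 10 (10 to 11), gene lists called by camera for Notch block 13 (12 to 13), gene lists called by camera for dnMulticilin 9 (7 to 10), gene lists called by camera for Foxi1 7 (4 to 7), S12 Table (zebrafish Foxj1 and core) 222 (220 to 222) higher, S12 Table (zebrafish Foxj1 not core) 41 (22 to 35) higher, S12 Table (core not zebrafish Foxj1) 535 (510 to 523) higher, S13 Table (mouse Foxj1 cells and core) 163 (163 to 164) higher, S13 Table (mouse Foxj1 cells not core) 43 (26 to 38) higher, S13 Table (core not mouse Foxj1 cells) 594 (566 to 582) higher, S11 Table (Rfx2 knockdown and core) 470 (458 to 468) higher, S11 Table (core only) 474 (464 to 471) higher. For each count only libraries of the groups compared were left out, so wild-type libraries were left out only where wild-type was compared. Clusters were not recomputed without single libraries.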

Differences from the paper's values

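The tests behind the differences below were set before the data were examined unless stated. The paper's Fig. 1E does not say whether its circles hold genes higher or genes changed in either direction, so each reading was compared.

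For dbm against Notch-icd the paper has about 5100 genes in Fig. 1E, read by eye; here 3175 gene models were higher, and 6026 changed in either direction, which lies within 1.5 times. Read as genes higher, DESeq2 (3593), the replicate block (3937) and estimated counts (3601) come within 1.5 times of the paper's value; RLE scaling (3088), no filter on low counts (3143), only the groups compared (3179), unique counts (2982), counts summed by human gene (2079), all 36 libraries in 1 fit (1856) and each fit without 1 library (1858 to 2482) do not.

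For Notch-icd + Multicilin against Notch-icd the paper has about 2200 genes in Fig. 1E, read by eye; here 4778 changed in either direction, and 2595 were higher, which lies within 1.5 times. Read as either direction, only the groups compared (2160), all 36 libraries in 1 fit (2691) and the fits without Notch-icd replicate 1 (3031) or replicate 2 (3008) come within 1.5 times; RLE scaling (4560), DESeq2 (5661), no filter on low counts (4320), the replicate block (6179), unique counts (4421), estimated counts (4572), counts summed by human gene (3417) and the fits without Multicilin replicate 1 (3417) or replicate 2 (3928) do not.

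The paper's S9 Table lists 3 models common to the comparisons at 3 h; here edgeR called 0, with 833, 1726 and 142 models higher at an unadjusted p under 0.05 with Multicilin, in the Notch block and for dnMulticilin. With all 36 libraries in 1 fit the count was 3, 1 of them among the published models, and DESeq2 called 11, which include all 3 published models; RLE scaling, no filter on low counts, only the groups compared, the replicate block, unique counts, estimated counts, counts summed by human gene and each fit without 1 library gave 0. Without the wild-type libraries, chosen after seeing the values, the count was 1.

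The paper's MCC cluster in S2 Table has 448 models; here the cluster that holds most of them has 820. The paper's clustering also took in libraries with E2f4 inhibited, which are not used here, so the 2 trees do not rest on the same libraries. Complete linkage (321), TMM-scaled counts (654) and a tree divided at 0.6 (589) come within 1.5 times; a range filter of 5 (972) and a tree divided at 0.4 (820) do not. Without dbm 3 h replicate 2 and wild-type 3 h replicate 1, chosen after seeing the values, the cluster had 581 models and held 379 of the 448.

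The paper states that the MCC cluster is by far the largest. Here, without the libraries with E2f4 inhibited that the paper's clustering included, it came after a cluster of 2722 models that are low in 2 of the 3 h libraries. It was the largest under complete linkage and with TMM-scaled counts, the second with the tree divided at 0.4, the third with the tree divided at 0.6 and the fourth, after clusters of 2684, 2349 and 1079, with a range filter of 5. Without the 2 libraries, chosen after seeing the values, it was the third, and with TMM scaling as well the largest. The paper labels S4 Table as genes that go with increased Notch signaling; of its 146 models, 70 were higher and 17 lower with Notch blocked at 9 h. It labels S6 Table as genes of progenitors harvested late; of its 107 models, 10 were higher and 38 lower at 9 h than at 3 h in dbm, and 3 and 4 in Notch-icd. The legend of Fig. 3C gives krt19 as a gene that did not increase with MCC differentiation. Of the 4 models under this symbol, with Multicilin at 9 h 1 was higher (log2 fold change 0.95, SE 0.26, adjusted p = 0.025 by edgeR's quasi-likelihood test) and 1 lower (−1.66, SE 0.36). The other 2 did not pass, among them the most abundant (0.05, SE 0.15, 264400 ± 31580 against 255700 ± 16820). The models lie at separate positions on scaffolds JGIv7b.000075417 and JGIv7b.000013265, so some may be other genes under the same symbol. Which model is the krt19 of that figure is not known.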

Other observations

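The tests of the S4 and S6 Tables within dbm libraries were chosen after the result was seen.

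Wild-type caps, which the paper's comparisons of MCC number leave out, resemble dbm caps in their ciliary and ionocyte genes when set against Notch-icd at 9 h. Their libraries stand apart as a set, with 174 to 273 models that eXpress marked unsolvable against 1123 to 1720 in Notch-icd. In wild-type over Notch-icd this set and the group are the same split. All 19 dynein models, all 17 for dynein assembly and all 33 for spokes and tektins were higher, with 32 higher and 1 lower of 35 for intraflagellar transport (33 and 1 adjusted over the list alone), 21 and 1 of 27 for the BBSome list (22 and 3), 26 and 0 of 33 for centriole amplification (26 and 1) and 13 and 0 of 27 for MCC regulators (14 and 1). Camera gave adjusted p = 1.2e-27 for dyneins, 4.4e-21 for assembly, 2.8e-38 for spokes and tektins, 3.0e-35 for intraflagellar transport, 8.5e-16 for the BBSome list and 1.7e-15 for centriole amplification, and for the regulators 0.0048 (adjusted p = 0.38 with an estimated correlation). Ionocyte models were higher in 24 and lower in 5 of 45 cases (27 and 6 adjusted over the list alone; camera adjusted p = 1.3e-06; adjusted p = 0.27 with an estimated correlation), V-ATPase models in 18 and 0 of 35 (18 and 1; camera adjusted p = 7.1e-06; adjusted p = 0.38 with an estimated correlation), and 24 Notch pathway models of 51 were lower and 8 higher (24 and 10; camera adjusted p = 1.1e-07; adjusted p = 0.25 with an estimated correlation). S phase models were lower in 27 of 42 cases and higher in 0 (31 and 0; camera adjusted p = 8.4e-15; adjusted p = 0.059 with an estimated correlation). In all, 3465 models were higher and 2910 lower by edgeR's quasi-likelihood test; without Notch-icd replicate 2 or wild-type replicate 1 the count higher was 1926 or 2027, and without these or Notch-icd replicate 1 the count lower was 1573, 1083 or 1894.

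The injected factors can be read in the counts of their own genes, native RNA included. MCIDAS, which encodes Multicilin, stood at 10238.9 and 20921 normalized counts in the 2 Multicilin libraries at 9 h against 353.1 and 51.1 in Notch-icd in the model c.Quigley201212_X049725, and at 9550.8 and 7057.4 in dbm against 8538.5 and 6699.5 in dbm + dnMulticilin; in the model c.Chung201110_X003550 dbm held 7123 and 5901.8 and dbm + dnMulticilin 22 and 21.1. FOXI1 on scaffold JGIv7b.000179377 stood at 8393.9 and 32612 with Foxi1, 84.2 and 56.3 in Notch-icd, 12055.9 and 4305.3 in dbm and 23560.1 and 9503.6 in dbm + dnMulticilin. NOTCH1, in its most abundant model (c.Ueno201210st08_X000571), was at 4922.4 and 3625 in Notch-icd, 984.9 and 1063.7 in dbm and 725.6 and 1224 in wild-type. Its other models had means of 1655.7 and 2.9 in Notch-icd at 9 h. TUBA1B, an alpha tubulin counted among the housekeeping genes, divides by model: with Multicilin at 9 h, 3 models rose by edgeR's quasi-likelihood test (log2 fold changes 5.57, 6.11 and 1.77), 2 fell (−1.06 and −1.04) and the other 2 did not pass. Both models of ACTB, beta actin, fell (−1.46 and −1.23).

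The genes of S4 Table rose with age and those of S6 Table fell when Notch was blocked, the reverse of the labels of these tables. An exchange of the contents of the tables is a candidate explanation: S6 Table holds 14 models of the Notch pathway list and S4 Table 0, while S4 Table holds ITLN1 of the secretory list and S6 Table no member of it. Over the 6 groups the lowest median log2 fold change of the S4 genes from 3 to 9 h was 3.32. This speaks against the dbm libraries standing apart as the source of that rise with age. It cannot decide on the fall of the S6 genes, as dbm over Notch-icd is the same split as these sets of libraries. No biological explanation was tested.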
